# Osteocytes contribute *via* nuclear receptor PPAR-alpha to maintenance of bone and systemic energy metabolism

**DOI:** 10.3389/fendo.2023.1145467

**Published:** 2023-04-18

**Authors:** Amit Chougule, Sudipta Baroi, Piotr J. Czernik, Emily Crowe, Mi Ra Chang, Patrick R. Griffin, Beata Lecka-Czernik

**Keywords:** osteocyte, PPAR alpha, energy metabolism, bone mass, marrow adipocytes, osteoblasts, osteoclasts, fat beiging

## Abstract

**Introduction:**

The view that bone and energy metabolism are integrated by common regulatory mechanisms is broadly accepted and supported by multiple strands of evidence. This includes the well-characterized role of the PPARγ nuclear receptor, which is a common denominator in energy metabolism and bone metabolism. Little is known, however, about the role of PPARα nuclear receptor, a major regulator of lipid metabolism in other organs, in bone.

**Methods:**

A side-by-side comparative study of 5-15 mo old mice with global PPARα deficiency (α^KO^) and mice with osteocyte-specific PPARα deficiency (αOT^KO^) in order to parse out the various activities of PPARα in the skeleton that are of local and systemic significance. This study included transcriptome analysis of PPARα-deficient osteocytes, and analyses of bone mass and bone microarchitecture, systemic energy metabolism with indirect calorimetry, and differentiation potential of hematopoietic and mesenchymal bone cell progenitors. These analyses were paired with *in vitro* studies of either intact or silenced for PPARα MLO-A5 cells to determine PPARα role in osteocyte bioenergetics.

**Results:**

In osteocytes, PPARα controls large number of transcripts coding for signaling and secreted proteins which may regulate bone microenvironment and peripheral fat metabolism. In addition, PPARα in osteocytes controls their bioenergetics and mitochondrial response to stress, which constitutes up to 40% of total PPARα contribution to the global energy metabolism. Similarly to α^KO^ mice, the metabolic phenotype of αOT^KO^ mice (both males and females) is age-dependent. In younger mice, osteocyte metabolism contributes positively to global energetics, however, with aging the high-energy phenotype reverts to a low-energy phenotype and obesity develops, suggesting a longitudinal negative effect of impaired lipid metabolism and mitochondrial dysfunction in osteocytes deficient in PPARα. However, bone phenotype was not affected in αOT^KO^ mice except in the form of an increased volume of marrow adipose tissue in males. In contrast, global PPARα deficiency in α^KO^ mice led to enlarged bone diameter with a proportional increase in number of trabeculae and enlarged marrow cavities; it also altered differentiation of hematopoietic and mesenchymal marrow cells toward osteoclast, osteoblast and adipocyte lineages, respectively.

**Discussion:**

PPARα role in bone is multileveled and complex. In osteocytes, PPARα controls the bioenergetics of these cells, which significantly contributes to systemic energy metabolism and their endocrine/paracrine function in controlling marrow adiposity and peripheral fat metabolism.

## 1 Introduction

Peroxisome proliferator-activated receptors (PPARs) represent a group of nuclear receptors and transcription factors originally discovered to control biogenesis of peroxisomes. PPARs are also responsible for regulation of glucose and fatty acid metabolism, with PPARγ being a prominent target for TZDs, antidiabetic drugs, and insulin sensitizers, whereas PPARα is a pharmacologic target for fibrates, a class of drugs used to treat dyslipidemia. The third member of this family, PPARβ/δ is emerging as an essential factor in regulation of energy metabolism in muscles, and therapies to target this nuclear receptor to combat sarcopenia are in development. All three PPARs are expressed in bone cells and, by a virtue of the fact that bone and energy metabolism are inherently linked, they may play an important role in regulation of bone homeostasis.

While the role of PPARγ in regulation of bone homeostasis has been extensively studied in animals and humans, the role of PPARα in bone has not been systematically studied and available findings are not conclusive. Studies by Wu et al. did report observations of enlarged marrow cavities in PPARα-null mice; however, differentiation of bone marrow stroma cells toward osteoblasts or adipocytes was not found to be affected (1). Clinical evidence on the effect of fibrates on bone is limited. A small number of animal studies suggest that there is positive effect of fibrates on the skeleton and protection from TZD-induced bone loss (2–4).

The PPARα nuclear receptor monitors intracellular non-esterified fatty acid (NEFA) levels, which upon binding activate its transcriptional activities regulating expression of a number of genes involved in lipid metabolism and storage. PPARα is a major regulator of energy production in the process of fatty acid β-oxidation. It is highly expressed in metabolically active tissues such as those of the liver, heart, and muscle, which rely on fatty acid catabolism to fulfill energy requirements. In the liver, PPARα promotes fatty acid uptake and ketogenesis by regulating expression of genes involved in clearance of very low-density lipoprotein, fatty acid activation and transport into the mitochondria, and peroxisomal and mitochondrial β-oxidation, as well as several genes coding for enzymes in the mitochondrial respiration chain (5, 6). The role of PPARα in ketogenesis, a critical adaptive process during fasting, involves an FGF21-inducible effect on the expression of lipases required for generation of ketone bodies in adipose tissue; these serve as an energy source for other tissues (7, 8). Mice lacking PPARα develop liver steatosis during fasting (9) and obesity with aging, and are protected from high fat diet-induced insulin resistance (10). It is believed that the “Randle cycle,” a biochemical process involving competition for uptake and oxidation between glucose and fatty acids, plays a role in this effect (11).

It is well documented that bone metabolism relies on glucose, which provides energy to osteoblasts in the process of aerobic glycolysis (12). However, although the importance of lipids for bone growth and health has been acknowledged clinically, significant advances have only recently been made in understanding lipid metabolism in bone [reviewed in (13)]. First, uptake of fatty acids and postprandial lipoprotein uptake in bone are substantial and comparable or even greater to that occurring in muscle and in the heart (14, 15). Second, fatty acid uptake is essential for osteoblast function (16, 17). Third, fatty acid oxidation is required for postnatal bone acquisition and bone repair (18, 19). Most recently, it has been shown that fatty acid oxidation is also essential for osteoclast development (20). However, fatty acid metabolism in osteocytes, the most abundant cells in bone (21), has not been systematically addressed as yet.

Here, we present a study on the role of the PPARα nuclear receptor in bone and the first piece of evidence for an essential contribution of osteocytes, under PPARα control, to systemic energy metabolism and the development of bone marrow adipose tissue.

## 2 Materials and methods

### 2.1 Animals

To generate the αOT^KO^ mouse model, PPARα was deleted specifically in osteocytes using the Cre-Lox system. 10kb DMP1^cre^ mice (B6N.FVB-Tg (Dmp1-cre)1Jqfe/BwdJ), in which Cre expression is driven by the DMP1 promoter in osteocytes, were obtained from the Jackson Laboratory (Bar Harbor, ME). PPARα^fl/fl^ mice, which have loxP nucleotide sequences flanking exon 4 of PPARα, were obtained from the University of Toulouse, France (22). Mice from F3 progeny of DMP1^cre^ and PPARα^fl/fl^ crosses incorporated the desired osteocyte-specific PPARα knock-out, and are referred to as αOT^KO^. In all experiments, the control group (Ctrl) consisted of mice with either the PPARα^fl/fl^ or the DMP1-Cre genotype, after it was established that these two parental strains did not differ in analyzed parameters relating to bone and metabolic phenotype. Global PPARα KO (PPARα ^−/−^ 129S4/SvJae-PPARα ^tm1Gonz^/J) and adequate WT mice were purchased from the Jackson Laboratory. In PPARα KO (α^KO^) animals, Neo^R^ cassette replaced 83 bp of coding sequence in exon 8.

The colonies of α^KO^ and αOT^KO^ mice were maintained at the University of Toledo Health Science Campus. All animals were housed under a 12-h dark–light cycle and had free access to standard chow (Harlan Teklad 2016, Haslett, MI). Animal treatment and care protocols conforming to the National Institutes of Health Guidelines were followed under the University of Toledo Institutional Animal Care and Utilization Committee protocol. All presented experiments were performed on 5- to 15-month-old skeletally mature male and female mice.

### 2.2 Bone analysis

Microcomputed tomography (micro-CT) of the tibiae was performed using the μCT-35 system (Scanco Medical AG, Bassersdorf, Switzerland), as previously described (23). Briefly, scans were performed at 70 kVp energy and 113 μA intensity, and using 7-μm nominal resolution. Images of trabecular bone were segmented at a 260-threshold value using the per-mille scale with the three-dimensional noise filter set to sigma = 0.8 and support = 1.0. The analysis of bone microstructure conformed to recommended guidelines (24).

For lipid evaluation, decalcified bone specimens were stained for 1 h in solution containing 2% osmium tetroxide prepared in 0.1 M sodium cacodylate buffer, pH 7.4, according to the protocol (25). Staining was carried out in an exhaust hood and away from light due to osmium tetroxide toxicity and light sensitivity. Images of lipid depositions were acquired at 70-kVP and 113-μA and using 12-μm nominal resolution. Image segmentation was carried out under global threshold conditions by applying a grayscale threshold of 460–1000 using the per-mille scale, with the three-dimensional noise filter set to sigma = 1.2 and support = 2.0. Lipid volumes were calculated directly from individual voxel volumes in three-dimensional reconstructions.

### 2.3 Bone histomorphometry

To enable dynamic bone histomorphometry, mice were intraperitoneally injected with 20 mg/kg calcein (Sigma) 8 and 2 days before sacrifice, and undecalcified tibiae were fixed in 70% ethanol, embedded in methyl methacrylate, and sectioned. Images were recorded using a Zeiss Axiovert 40 CFL fluorescence microscope (Carl Zeiss Microscopy, Thornwood, NY) equipped with a Micropublisher 3.3 Megapixel Cooled CCD color digital camera (QImaging, Surrey, BC, Canada). Analysis of BFR was confined to the secondary spongiosa of the proximal tibia and was performed using the Nikon NIS-Elements BR3.1 system. The measurements were collected with a 40× objective lens (numerical aperture: 0.5) from 6 representative fields per bone sample. The terminology and units employed were those recommended by the Histomorphometry Nomenclature Committee of the American Society for Bone and Mineral Research (26). For static histomorphometry, bone sections were deplastinized; this was followed by von Kossa or TRAP staining for counting of osteoblasts or osteoclasts, respectively.

### 2.4 Genotyping

Genomic DNA samples were isolated from bone, liver, muscle, iWAT, and gWAT using Tri Reagent (Molecular Research Center, OH) and according to the protocol provided. 0.25 µg of genomic DNA was used for PCR amplification with a thermocycling protocol consisting of 3 min at 94°C, 35 cycles of 30 s at 94°C, 1 min at 50°C, and 1 min at 72°C. As in a previous study performed by Montagner et al. (22) to detect deletion of PPARα from genomic DNA, primers designed on both sides of PPARα exon 4 were used (**Supplementary Table 1**). Amplified DNA products were run on 1% agarose gel with 0.002% ethidium bromide.

### 2.5 Western blot analysis

Proteins isolated from femoral cortical bone using Tri Reagent were resolved by SDS-polyacrylamide gel electrophoresis and transferred to Immobilon-FL membranes. Membranes were blocked at room temperature for 1 h in TBS (10 mm Tris-HCl, pH 7.4, 150 mm NaCl) containing 3% BSA, then incubated with primary antibody overnight at 4°C. After 3 washes in TBST (TBS plus 0.1% Tween 20), membranes were incubated with infrared anti-rabbit (IRDye 800; green), anti-goat (IRDye 800; green), or anti-mouse (IRDye 680; red) secondary antibodies (LI-COR Biosciences, Lincoln, NE) at 1:10,000 dilution in TBS for 2 h at 4°C. Immunoreactivity was visualized and quantified *via* infrared scanning using the Odyssey system (LI-COR Biosciences). Antibodies against PPARα (sc-1982) and Hsp90 (sc-8262) were obtained from Santa Cruz Biotechnology (Santa Cruz, CA).

### 2.6 Cell culture

Bone marrow stromal cell (BMSC) cultures were established from femur marrow aspirates and differentiated as described (27). In brief, bone marrow cells were grown in the presence of beta-glycerol phosphate (10 mM) and ascorbic acid (0.2 mM) for osteoblastic differentiation for 26 days, and in the presence of rosiglitazone (1µM) for adipocytic differentiation for 3 days, after an initial 10 days of growth in basal media. The total number of colonies (CFU-F) and the number of adipocytic colonies (CFU-AD) or osteoblastic colonies (CFU-OB) were quantified after 13 or 26 days of culture, respectively. Floating, non-adherent cells were harvested after 24 h and seeded at a density of 2×10^5^/cm^2^ onto a 48-well plate with the medium supplemented with M-CSF (50 ng/ml) and RANKL (50 ng/ml) (R&D System, Minneapolis, MN). After 6 days of growth, cultures were stained for TRAP5b using the Leukocyte Acid Phosphatase (TRAP+) kit (Sigma) (27, 28).

### 2.7 Extraction of osteoblast- and osteocyte-enriched fractions from femoral bone

Cell fractions enriched in osteoblasts or osteocytes were isolated *via* sequential collagenase digestion of femoral bone according to a previously described protocol (29). In brief, isolated femurs were cleaned and scraped to remove soft tissues and periosteum, respectively. Bone marrow was spun down and epiphyses were removed. Bone diaphyses were sequentially digested in buffers supplemented with collagenase or EDTA. Fraction number 3 (which is an osteoblastic fraction) and fraction number 6 (an osteocytic fraction) were lysed with Tri Reagent and stored at -80°C. Total RNA was extracted from the samples according to the manufacturer’s recommended protocol.

### 2.8 Gene expression analysis using quantitative real-time PCR

Half microgram of the total RNA (by μg) was converted to cDNA using the Verso cDNA synthesis kit (Thermo Fisher Scientific, Waltham, MA). PCR amplification of the cDNA was performed *via* quantitative real-time PCR using the TrueAmp SYBR Green qPCR SuperMix (Smart Bioscience, Maumee, OH) and processed with the StepOne Plus System (Applied Biosystems, Carlsbad, CA). The thermocycling protocol consisted of 10 min at 95°C, 40 cycles of 15 s at 95°C, 30 s at 60°C, and 20 s at 72°C, followed by a melting curve step at temperatures ranging from 60 to 95°C to ensure product specificity. Relative gene expression was measured *via* the comparative CT method, using 18S RNA levels for normalization. Primers were designed using Primer-BLAST (NCBI, Bethesda, MD) and are listed in **Supplementary Table 1**.

### 2.9 Next-generation sequencing

Osteocytic fractions isolated from femora of 6-month-old WT or α^KO^ animals according to the protocol described in section 2.7 were plated on collagen-coated 100 mm plates supplemented with 5% FBS, 5% CS, and 1% PS media. After 6 days of growth, old media were replaced with fresh media. On 10^th^ day, osteocytes were collected *via* scraping, while the media enriched with osteocyte secretome (conditioned media) were used to grow WT BMSC for analysis of their pro-adipocytic effect in recipient cells. From donor osteocytes, RNA was extracted using the Qiagen RNeasy mini kit as per the manufacturer’s recommended protocol. The samples were processed and sequenced using a NextSeq 500 instrument at Scripps Research Institute, Jupiter, Florida. The overall quality of the reads was high, with no decrease over the course of sequencing. 

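Of the 4 osteocyte libraries, the 2 WT libraries lay farthest apart from each other. On the 500 most variable transcripts, the first principal component held 59.3% of the variance. It placed WT replicate 1 at 30.6 and WT replicate 2 at -38.2, with α KO replicates 1 and 2 between them at 15.1 and -7.53. This component thus parted replicates 1 from replicates 2 in both genotypes. The second component held 31.6% and parted the genotypes, with α KO osteocytes at 9.85 and 26.1 and WT osteocytes at -19.3 and -16.7. Across all transcripts kept, it again was the second component that parted α KO from WT, with 33.2% of the variance. Spearman's rho across genes was 0.978 between the α KO libraries and 0.903 between the WT libraries, and from 0.926 to 0.965 over the 4 pairs of an α KO with a WT library. The components were computed on log2 CPM, normalized by TMM with a prior count of 2, and carry no test, since 2 libraries against 2 allow no p under 0.3333 in an exact permutation test. After the trend of each library with the GC content of the transcripts was removed, a step chosen after the data were seen, the first component held 57.8% and placed the α KO libraries at 17.5 and 15.8 and the WT libraries at 5.85 and -39.2.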

Principle Component Analysis (PCA) of the top 500 genes differentially expressed in the experimental groups showed biological variation between groups. Differentially expressed transcripts (p<0.05) were identified through pairwise comparison of samples from both groups using R version 3.4.0 and deseq2 version 1.16.1. To reduce false positives, the more conservative threshold of adjusted p-value < 0.05 was applied (p_adj_). Analysis of the raw data acquired from NGS in terms of differentially expressed transcripts considered base mean (transcript number), fold change (relative expression), and raw and adjusted p-values (significance). Raw data files are deposited in the NCBI Gene Expression Omnibus (GEO) repository, submission number: GSE225595. DAVID (The Database for Annotation, Visualization and Integrated Discovery) Bioinformatic Resources 6.8 was used for functional annotation and gene functional classification of up- or downregulated genes.

### 2.10 siRNA silencing of PPARα in MLO-A5 cells (αA5^KD^ cells)

PPARα silencing was achieved using *Pparα* siRNA (Santa Cruz Biotechnology), with DsiRNA NC1 (Integrated DNA Technologies, Coralville, IA) as a negative control. RNA oligonucleotides were delivered to MLO-A5 cells using the X-treme Gene siRNA Transfection Reagent (Roche; Cat#04476093001) according to a protocol provided by the manufacturer. αA5^KD^ cells and their scrambled (Scrl) control were used for assays 36 h after transfection.

### 2.11 Seahorse Mito Stress test

For Mito Stress testing, αA5^KD^ cells and their scrambled controls were plated 6 h before the assay onto Seahorse cell culture microplates (Agilent Technologies, Santa Clara, CA; Cat#101085-004). The four corner wells of the plate were used as negative controls. The assay medium consisted of Seahorse XF base medium without phenol red (Agilent Technologies, Cat#103335-100), supplemented with glucose (25 mM), sodium pyruvate (1 mM), and glutamine (2 mM). Oligomycin (1 µM), FCCP (2 µM), and rotenone/antimycin (0.9 µM) were used as stressors (Agilent Technologies, Cat#103015-100). Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were measured at basal level and after addition of different stressors using a Seahorse XFe96 analyzer (Agilent Technologies). Assay operation software Wave version 2.6.1 was used to run the assay and collect the data. For normalization, live cells stained with Hoechst 33342 (1:2,000 dilution) (ThermoScientific, Cat#62249) were counted using a Cytation 5 plate reader (BioTek Instruments - Agilent). Values obtained from the Mito Stress test were normalized per 1,000 cells.

### 2.12 Indirect calorimetry

Mice were evaluated in calorimetric cages (CLAMS; Columbus Instruments, OH) for 4 days with free access to food and water. The mice were housed individually under controlled room temperature and humidity, and exposed to an alternating cycle of 12 h of light followed by 12 h of dark. After adaptation for 1 day, measures of O2 consumption (VO2), CO2 production (VCO2), respiratory exchange ratio (RER), heat production, and physical activity in the horizontal and vertical planes were collected for 3 consecutive days to determine energy expenditure. These data were obtained for each mouse, grouped according to genotype, and analyzed on an hourly basis or according to light vs. dark portion of the cycle. Respiratory exchange ratios (RERs) were calculated as the ratio of CO2 production to VO2 consumption. Total food and water consumption was measured during the experimental period.

### 2.13 Statistical analysis

Data are presented in the form mean ± SD and were analyzed using the statistical analysis software GraphPad Prism 9. Parametric, unpaired, two-tailed Student’s t-tests were conducted to compare means between two groups. A p-value of 0.05 or lower was considered to represent statistical significance.

## 3 Results

### 3.1 PPARα is expressed in osteocytes and regulates multiple signaling pathways

Compared to tissues whose metabolism relies on PPARα, *Pparα* mRNA expression in osteocytes isolated from murine femora was at a level similar to that observed in soleus muscle but much lower than that observed to liver tissue and eWAT (**Figure 1A**). Notably, *Pparα* expression was undetected in endosteal osteoblasts isolated from the same femoral bone (**Figure 1A**). Western blot analysis confirmed the presence of PPARα protein in control osteocytes and its absence in osteocytes isolated from femoral bones of α^KO^ mice (**Figure 1B**).

**Figure 1:**
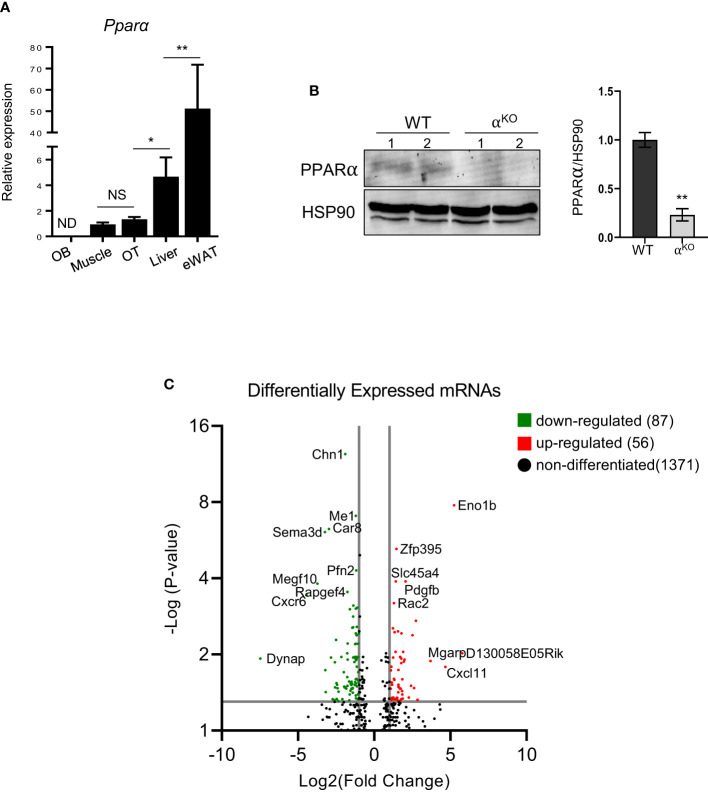
PPARα is expressed in osteocytes and controls their transcriptomics. **(A)** *Pparα* mRNA expression in endosteal osteoblasts (OB), soleus muscle, cortical osteocytes (OT), liver, and epidydimal white adipose tissue (eWAT) (n=4 mice per group). **(B)** Western blot analysis of PPARα protein level in cortical bone of WT and α^KO^ mice. Fifty µg of protein extracts were loaded per lane and PPARα band density was normalized to the HSP90 protein band. Normalized densities are shown on the accompanying graph (n=2 mice per group). Statistical significance was tested using a parametric unpaired Student’s t test. *p < 0.05, **p < 0.01. **(C)** Volcano plot of differentially expressed transcripts in osteocytes isolated from femoral cortical bone of α^KO^ mice as compared to WT osteocytes. The graph shows upregulated (red dots) and downregulated (green dots) transcripts with adjusted p values (p_adj_) < 0.05.

Analysis of the osteocyte transcriptome showed that PPARα controls a large number of transcripts coding for signaling proteins. 

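RNA of primary osteocyte cultures was sequenced in 4 libraries, 2 from α KO and 2 from WT mice. The cultures were the osteocytic fractions of femora of mice aged 6 months in the paper and 5 months in the sample labels, grown for 10 days in the paper and 6 days in the labels. The methods place the α KO mice on a 129S4/SvJae background and the labels name C57BL/6 for all 4 libraries. The authors' comparison names DMSO for both genotypes, while the labels give no treatment and the methods no vehicle. The authors trimmed the reads with Trimmomatic 0.35, counted them per gene of mm10 with HTSeq 0.9.1 and compared the genotypes with DESeq2 1.16.1 in R 3.4.0. The values at the claims start from the authors' raw counts of 37411 genes. These counts summed to 27496137 and 25136628 in α KO replicates 1 and 2, and to 25462028 and 25687940 in WT replicates 1 and 2, a ratio of 1.029 between the means of the genotypes. Genes with enough counts for edgeR's filterByExpr (minimum count 10) were kept, which left 13571. They were normalized by TMM and compared by edgeR's quasi-likelihood test, with p adjusted over all genes kept by the Benjamini-Hochberg method. Each log2 fold change is α KO over WT, each level is in CPM (counts scaled to the library size by TMM), and errors of levels are SD of 2 libraries.

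The most abundant transcript was Lyz2, a lysozyme of macrophages, in 3 of the 4 libraries (1.91% and 1.47% of all counts in the α KO libraries and 1.47% in WT replicate 1), and Spp1, which encodes osteopontin, in WT replicate 2 (1.30%). Ppara itself, on chromosome 15 of GRCm38 from 85734983 to 85802819, was near the floor of the assay, with 15 and 9 counts in α KO and 16 and 13 counts in WT osteocytes. Its log2 fold change was -0.23 (standard error 0.612), and 0.07 without α KO replicate 2, so a difference was not detectable at this depth. A targeted allele can leave transcripts of the remaining exons in place, so these counts do not test the genotype.

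The libraries also differed by the GC content of the transcripts, known for 13507 genes. Across these genes, Spearman's rho between GC content and the log2 ratio of WT replicate 1 over WT replicate 2 was -0.731, and over 10 equal bins of genes by GC content the median ratio ran from 0.94 in the lowest bin to -1.66 in the highest. Between α KO replicates 1 and 2 the rho was -0.601, and for the log2 fold change of α KO over WT it was 0.226. Genes are not independent replicates, so no p is given.

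**Figure D1:**
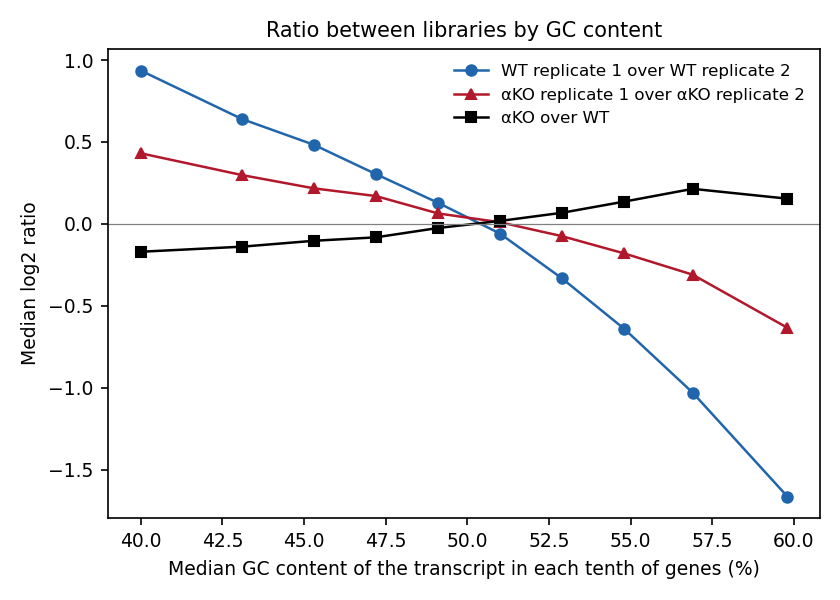
Median log2 ratio between libraries (vertical axis) in 10 bins of the genes ordered by GC content of the transcript (horizontal axis, median of each bin in %), for the WT pair (blue circles), the α KO pair (red triangles) and α KO over WT (black squares). From the lowest to the highest bin the line of the WT pair goes from 0.94 to -1.66 and that of α KO over WT from -0.17 to 0.15.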

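The 12 transcripts with the smallest p on the higher and on the lower side of WT in α KO osteocytes are given here; no test asked whether any kind of gene is overrepresented among them. Cfp, which encodes the complement regulator properdin, was at 444 ± 21.0 CPM (n = 2) in α KO and 114 ± 6.58 CPM (n = 2) in WT osteocytes, a log2 fold change of 1.96 (standard error 0.281). Lyl1, a transcription factor of blood cell progenitors, was 6.71-fold higher, F13a1, a subunit of coagulation factor XIII, 5.09-fold, and Stab1, a scavenger receptor of macrophages, 4.50-fold. Tnfaip8l2, Coro1a, Nrros and Dok2, which act in leukocytes, were 3.29-fold to 3.49-fold higher. On the lower side, Pdk4, a kinase that inhibits pyruvate dehydrogenase and a textbook target of PPARα, was at 60.4 ± 9.36 CPM in α KO and 183 ± 51.9 CPM in WT osteocytes, 3.04-fold lower. Ngef, an exchange factor of neurons, was 7.06-fold lower, Notum, a secreted inhibitor of WNT proteins that genes on the other strand overlap, 5.78-fold, Cgref1 3.32-fold, Anxa8 3.10-fold and Cpe, a carboxypeptidase of prohormones, 2.68-fold. Eno1b, Pdgfb, Mgarp and Cxcl11 were also among the 12 higher transcripts with the smallest p, and Megf10, Sema3d, Bmp2, Chn1, Car8 and Cxcr6 among the 12 lower ones. None of these 24 passed an adjusted p of 0.05 in edgeR's quasi-likelihood test (adjusted p = 0.902 for each). DESeq2 passed all of them but Cxcl11, Pdk4, Cpe and Cgref1, and edgeR's likelihood ratio test all but Anxa8, Chn1, Notum, Pdk4, Cpe and Cgref1. At an unadjusted p under 0.01, 68 transcripts were higher and 38 lower in α KO osteocytes, 106 in all, and in each of these both α KO libraries lay beyond both WT libraries. Over all genes tested, 4499 (33.1%) had libraries that did not overlap between genotypes. Exchangeable libraries would give 33.3% for each split into pairs. Here replicates 1 against replicates 2 took 52.6% and the remaining split 14.2%, so 33.3% is not a baseline for the genotypes. Without WT replicate 1 the count at this p was 1454 and without WT replicate 2 it was 1440, against 71 and 76 without α KO replicates 1 and 2. The share of the 106 that was higher in α KO osteocytes was 64.2%; with library sizes alone as the scaling it was 46.2%, also of 106, and the median log2 fold change of all genes was -0.10. With the GC offset, chosen after the data were seen, 140 were higher and 223 lower (38.6% higher), so the balance of higher and lower transcripts turned with the processing.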

Of 681 differentially expressed transcripts with p-value <0.01, 377 were downregulated and 304 were upregulated in PPARα-deficient osteocytes. Functional clustering identified several signaling pathways related to osteogenesis and glucose/fatty acid metabolism as being dysregulated in the absence of PPARα (**Table 1**, **Supplementary Table 2**). This included a number of downregulated genes in the Hippo, TGFβ/BMP, WNT, and Regulation of Stem Cell signaling pathways, while upregulated functional clusters included glucose, insulin, and fatty acid metabolism. 

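Markers of bone cells were lower and markers of macrophages higher in α KO than in WT osteocyte cultures. Of 18 osteoblast markers, 17 were lower, with a median log2 fold change of -1.23. Their summed level differed less, at 11625 and 13363 CPM in α KO and 14149 and 15509 CPM in WT replicates 1 and 2. Scaled by library size alone, the abundant collagen gene Col1a1 was at 3514.5 and 4935.3 CPM in α KO and 3002.8 and 5875.7 CPM in WT. Col1a2 was at 4308.6 and 4791.6 CPM against 4915.0 and 5074.8 CPM. The osteoblast transcription factor Sp7 was at 19.8 ± 12.2 CPM (n = 2) in α KO and 75.7 ± 3.16 CPM in WT cultures, and Runx2, which genes on the other strand overlap, at 28.7 ± 1.34 CPM and 66.0 ± 12.3 CPM. Bglap, which encodes osteocalcin and shares 74.7% of its 50-base words with Bglap2 and Bglap3, was 10.6-fold lower. Its counts were low, at 5 and 7 in α KO and 28 and 105 in WT replicates 1 and 2. Of 8 osteocyte markers 7 were lower, with a median of -1.38; the matrix protein gene Dmp1 was 5.45-fold lower, Pdpn, a marker of embedding osteocytes, 3.68-fold and Ptprz1 5.05-fold. All 26 macrophage markers were higher, with a median of 0.90: the complement genes C1qa, C1qb and C1qc were 5.47-fold, 4.97-fold and 6.13-fold higher and Tyrobp, a signaling adaptor of myeloid cells, 1.97-fold. Single libraries moved some of these values by over 1.5 times: the log2 fold change was -1.71 for Dmp1 without α KO replicate 1 and -4.03 without α KO replicate 2, -2.75 for Sp7 without α KO replicate 2, -2.65 for Pdpn without α KO replicate 1, and -4.05 for Bglap and -1.62 for Ptprz1 without WT replicate 1 and -2.17 for Bglap without WT replicate 2, against -2.45, -1.94, -1.88, -3.40 for Bglap and -2.34 for Ptprz1 with all 4. Without WT replicate 1 it was 3.36 for C1qa, 3.52 for C1qb and 3.24 for C1qc, and without WT replicate 2 1.63 for C1qb, against 2.45, 2.31 and 2.62. The level of these 26 markers also differed between the WT cultures, at a mean log2 deviation of 0.04 in replicate 1 and -1.39 in replicate 2, against 0.77 and 0.58 in α KO replicates 1 and 2, so that the median was 0.41 without WT replicate 2 and 1.71 without WT replicate 1. Each of the 3 lists passed limma's camera test against all other genes with a preset correlation (adjusted p = 3.58e-10, 4.47e-06 and 2.85e-16), and none did with an estimated correlation (adjusted p = 0.366, 0.366 and 0.565).

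Pathways of Table 1 not taken up in the text went both ways. Of 41 genes of Rap1 signaling 21 were higher and 20 lower, with Arap3 2.36-fold higher and Pfn2 2.26-fold lower, and of 51 genes of PI3K-Akt signaling 30 were lower, with Pik3cd, a kinase subunit of leukocytes, 2.94-fold higher. Of 56 genes of focal adhesion 35 were lower (median -0.14). More members were higher than lower for MAP kinase signaling (33 of 62, median 0.06), Jak-STAT signaling (36 of 59, 0.16), TNF signaling (33 of 52, 0.10) and FoxO signaling (25 of 46, 0.04), and the medians for Rap1 and PI3K-Akt signaling were 0.10 and -0.08. None of these 7 lists passed camera (adjusted p = 0.0753 to 0.837); by limma's fry, which asks whether the genes of a list move one way, only Jak-STAT signaling passed (adjusted p = 0.0172). With library sizes alone as the scaling the medians of Rap1, MAP kinase and FoxO signaling were under 0 (-0.005, -0.03 and -0.05). Leaving out 1 library changed the sign for Rap1 signaling (-0.01 without α KO replicate 1 and -0.002 without WT replicate 1), PI3K-Akt signaling (0.09 without WT replicate 1), focal adhesion (0.12 without WT replicate 2), MAP kinase signaling (-0.009 without α KO replicate 2) and FoxO signaling (-0.06 without α KO replicate 2 and -0.001 without WT replicate 2). Focal adhesion passed camera, with mostly lower genes, without α KO replicate 1 (adjusted p = 0.0147), without WT replicate 1 (adjusted p = 0.00181), with DESeq2 (adjusted p = 0.00914), with the likelihood ratio test (adjusted p = 0.0371) and with the GC offset (adjusted p = 0.0423). Of 38 textbook target genes of PPARα 23 were lower, with a median of -0.08 (camera, adjusted p = 0.555), and fry's test for change in either direction passed them (adjusted p = 0.0452). No gene of any list named here passed an adjusted p of 0.05 in edgeR over all genes, and 2 osteocyte markers, both lower, did when adjusted over the list alone; at an unadjusted p under 0.05, edgeR counted 8 macrophage, 5 osteoblast and 3 osteocyte markers, and DESeq2 passed 3, 0 and 1 of them over all genes, the likelihood ratio test 1, 0 and 0, and limma voom none. For Rap1, PI3K-Akt, focal adhesion, MAP kinase, Jak-STAT, TNF and FoxO signaling and the PPARα targets the counts at an unadjusted p under 0.05 were 6, 8, 7, 5, 7, 4, 4 and 4; DESeq2 passed 2 genes of PI3K-Akt, 1 of Jak-STAT and 1 of TNF signaling, the likelihood ratio test 1 of PI3K-Akt signaling and limma voom none. The lists were drawn up from general knowledge of the pathways and cell types, since Table 1 gives no members. Table 1 also counts genes already called as changed, whereas the counts here take every tested member.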

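Transcripts of the 4 pathways that the text gives as downregulated were mostly lower in α KO osteocytes, and those of glucose metabolism mostly higher. For Hippo and WNT signaling, WT replicate 1 lay among the α KO libraries in mean log2 deviation. Hippo signaling was at -0.166 and -0.198 in α KO and at -0.186 and 0.549 in WT replicates 1 and 2. WNT signaling was at -0.494 and -0.008 in α KO and at -0.018 and 0.521 in WT replicates 1 and 2. Of 52 genes of TGFβ and BMP signaling 40 were lower, with a median log2 fold change of -0.50; Ltbp1, which holds TGFβ in the matrix, was at 83.7 ± 11.4 CPM (n = 2) in α KO and 225 ± 64.3 CPM in WT osteocytes, and Smurf2, a ubiquitin ligase for SMAD proteins, was 1.87-fold lower, while the receptor gene Tgfbr2 was 1.98-fold higher. Of 54 genes of WNT signaling 42 were lower (median -0.42), with the receptor gene Fzd6 3.99-fold, the transcription factor gene Tcf7 4.41-fold and Wnt7b, which lies within 10 Mb of Ppara on chromosome 15, 5.43-fold lower. Of 41 genes of Hippo signaling 31 were lower (median -0.45); the coactivator Yap1 was at 64.0 ± 5.15 CPM in α KO and 123 ± 38.4 CPM in WT, its partner Wwtr1 1.91-fold lower and Amot, which binds YAP1, 3.00-fold lower. The log2 fold change of Tcf7 was -2.14, and -1.36 without WT replicate 1. Of 42 genes of stem cell signaling 32 were lower (median -0.36), with Fgfr1 2.07-fold and Isl1 2.65-fold lower.

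Of 29 genes of glycolysis and gluconeogenesis 21 were higher (median 0.31), with the phosphofructokinase gene Pfkl at 172 ± 26.0 CPM in α KO and 62.5 ± 49.9 CPM in WT osteocytes (log2 fold change 1.46, 0.84 without WT replicate 1 and 2.62 without WT replicate 2), the hexokinase gene Hk3 2.11-fold and Tpi1 1.82-fold higher. Genes of insulin signaling divided nearly evenly, with 35 of 67 higher and a median of 0.08; Irs1, which couples the insulin receptor to its pathway, was 2.49-fold lower and Socs2, which dampens growth factor signals, 2.30-fold lower. The median of 37 genes of fatty acid beta-oxidation was 0.01, with 19 higher and 18 lower, among them Ech1 1.59-fold and Crat 1.29-fold higher and Cpt1c 1.68-fold lower (log2 fold change -0.75, and -0.07 without WT replicate 2). Of 25 genes of fatty acid synthesis 14 were lower (median -0.05), with Elovl4 2.64-fold, Elovl7 1.89-fold and Scd1 1.57-fold lower. The sign of these 3 medians was not stable: for insulin signaling it was -0.06 without WT replicate 1 and -0.006 without α KO replicate 2, for beta-oxidation -0.01 without α KO replicate 1, -0.07 without WT replicate 2 and -0.08 with library sizes alone as the scaling, and for fatty acid synthesis 0.05 without α KO replicate 2.

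In camera with a preset correlation, the 4 lower lists passed (adjusted p = 5.07e-06 for TGFβ and BMP, 4.47e-06 for WNT, 0.000129 for Hippo and 0.000395 for stem cell signaling) and so did glycolysis (adjusted p = 0.00112), whereas insulin signaling, beta-oxidation and fatty acid synthesis did not (adjusted p = 0.405, 0.699 and 0.437). With an estimated correlation none of these lists passed (adjusted p = 0.366, 0.565, 0.70, 0.366 and 0.70 for the 5 lists in that order). In edgeR no gene of these lists passed an adjusted p of 0.05 over all genes and 1, Eno1b, did when adjusted over the list alone; from 0 in beta-oxidation to 10 in TGFβ and BMP signaling had an unadjusted p under 0.05, and DESeq2 passed 2 genes of WNT signaling and 1 each of TGFβ and BMP signaling (Bmp2), stem cell signaling (Fgf2) and glycolysis (Eno1b), the likelihood ratio test Bmp2 and Eno1b, and limma voom 0. Without WT replicate 2 the Hippo list did not pass camera (adjusted p = 0.479, median -0.25), and without WT replicate 1 the median for glycolysis was -0.04 and its call ended (adjusted p = 0.686), as it did without α KO replicate 1 (adjusted p = 0.119). Macrophage markers moved alongside: their summed level was 39602 and 32609 CPM in α KO replicates 1 and 2 and 26704 and 14783 CPM in WT replicates 1 and 2.

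**Figure D2:**
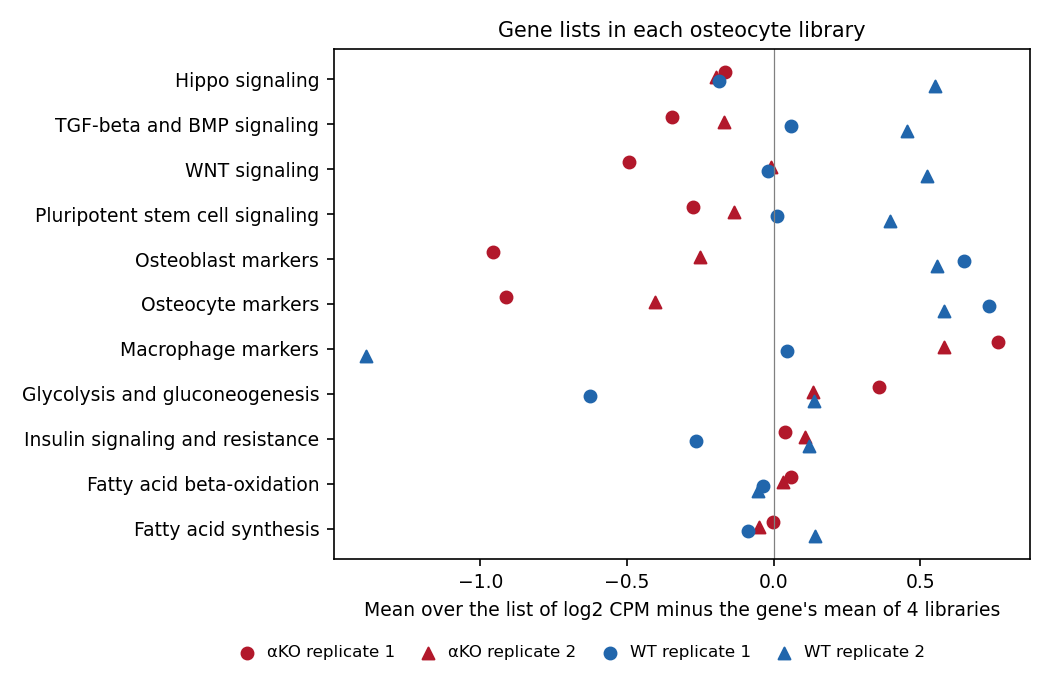
Mean over the genes of each list of log2 CPM minus the gene's mean over the 4 libraries (horizontal axis), for α KO (red) and WT (blue) osteocytes, replicate 1 as circles and replicate 2 as triangles. Osteoblast markers sit at -0.96 and -0.25 in α KO and at 0.65 and 0.56 in WT osteocytes, while insulin signaling runs from -0.265 to 0.122 with WT libraries at both ends.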

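Transcripts of both inhibitors and promoters of apoptosis were, for the most part, higher in α KO than in WT osteocytes. Among the inhibitors, Bcl2l1, which encodes BCL-XL, was at 160 ± 15.4 CPM (n = 2) in α KO and 89.4 ± 26.5 CPM (n = 2) in WT osteocytes, and Birc5, which encodes survivin, was 1.43-fold higher. Bcl2a1b, of the BCL2 family, was 2.13-fold higher and shares 79.2% of its 50-base words with Bcl2a1d, Gm29094 and Bcl2a1a. Its log2 fold change was 1.09, and 1.68 without WT replicate 1. Bag3 went the other way, 1.75-fold lower, with overlapping libraries (log2 fold change -0.81, and -0.15 without WT replicate 2). In all, 17 of 25 inhibitors were higher, with a median log2 fold change of 0.16, -0.15 without WT replicate 2 and 0.41 without WT replicate 1, where camera passed them (adjusted p = 0.0339). Among the promoters, Bnip3, a BH3-only protein gene, was at 60.8 ± 23.0 CPM in α KO and 19.3 ± 5.88 CPM in WT osteocytes, and Bmf, another BH3-only gene, was 2.04-fold higher, while the death receptor gene Tnfrsf10b was 2.21-fold lower. Of 30 promoters 24 were higher, with a median of 0.39. Their estimated correlation in camera was -0.031, below the preset 0.01, so a call lost with it does not come from correlation among them. Camera did not pass the inhibitors (adjusted p = 0.405) and passed the promoters (adjusted p = 0.0218), a call that was lost with an estimated correlation (adjusted p = 0.565), without WT replicate 1 (adjusted p = 0.0822) and without WT replicate 2 (adjusted p = 0.0826). No gene of either list passed an adjusted p of 0.05 in edgeR, over all genes or adjusted over the list alone, nor in DESeq2, the likelihood ratio test or limma voom over all genes; at an unadjusted p under 0.05 edgeR counted 0 inhibitors and 2 promoters. The macrophage marker Mrc1, a mannose receptor gene, had a log2 fold change of 1.44 in the same cultures, which rested on WT replicate 2: it was 0.51 without that library and 4.22 without WT replicate 1.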

The upregulated apoptosis cluster consisted of several transcripts coding for members of the BCL family and related inhibitors of apoptosis, suggesting protection from apoptosis in osteocytes deficient in PPARα.

**Table 1:** KEGG pathway analysis of transcriptomes of PPARα-deficient primary osteocytes.

Pathway	No. of Genes Affected	Downregulated (↓) Upregulated (↑)
Hippo signaling	22	↓
Signaling pathways regulating pluripotent stem cells	19	↓
Rap1 signaling	19	↓
TGF-beta signaling	10	↓
PI3K-Akt signaling	24	↓
Wnt signaling	12	↓
Focal adhesion	15	↓
MAP kinase signaling	19	↑
Insulin resistance	10	↑
Glycolysis/Gluconeogenesis	7	↑
Jak-STAT signaling	11	↑
TNF signaling	9	↑
FoxO signaling	10	↑
Apoptosis	6	↑
Insulin signaling	10	↑

More stringent analysis using adjusted p-values (p_adj_ < 0.05) indicated 56 upregulated and 87 downregulated transcripts in PPARα-deficient osteocytes (**Figure 1C**). 

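The transcripts that Figure 1C labels beyond those given in the text lay on the paper's side of WT in both α KO libraries. Pdgfb, a growth factor gene that lies within 10 Mb of Ppara on chromosome 15, was at 72.1 ± 0.722 CPM (n = 2) in α KO and 17.1 ± 3.28 CPM (n = 2) in WT osteocytes, a log2 fold change of 2.07 (standard error 0.321). Zfp395, a zinc finger gene, was 2.76-fold higher. The chemokine gene Cxcl11, annotated as a polymorphic pseudogene in the mouse, had 50 counts in α KO against 2 in WT osteocytes, a ratio of 25.8 (95% counting interval 6.78 to 219), and the noncoding transcript D130058E05Rik 105 against 2, a ratio of 54.2 (14.6 to 453). On the lower side, Car8, a carbonic anhydrase-related gene, was at 2.01 ± 0.446 CPM in α KO and 15.6 ± 9.72 CPM in WT osteocytes. Me1, a malic enzyme gene that shares 26.5% of its 50-base words with Gm7049 and Gm7329, was 2.29-fold lower, and Pfn2, a profilin gene of the actin skeleton, had 319 to 402 counts in α KO and 830 to 847 in WT libraries. The chemokine receptor gene Cxcr6 had 6 counts in α KO and 133 in WT osteocytes, a ratio of 21.5 (9.61 to 59.6). The 2 α KO libraries held 17 and 88 of the counts of D130058E05Rik, the WT libraries 96 and 37 of those of Cxcr6, and the log2 fold change of Car8 was -2.96, and -2.16 without WT replicate 2. The intervals cover counting error only, not the spread between cultures, and the strand setting of the counts is not known: Cxcr6, D130058E05Rik and Cxcl11 overlap Fyco1, Gbx2 and Art3 on the other strand.

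In edgeR's quasi-likelihood test 0 transcripts passed an adjusted p of 0.05, with or without a log2 fold change above 1, and the smallest adjusted p was 0.902. At an unadjusted p under 0.05 there were 732, of which 381 were higher and 351 lower in α KO osteocytes. DESeq2 passed 52 (30 higher and 22 lower), edgeR's likelihood ratio test 28 (21 higher and 7 lower) and limma voom 0. The number that passed depended on the WT libraries: it was 806 without WT replicate 1 and 678 without WT replicate 2, where the lone WT library is assumed to vary like the α KO pair, against 4 and 1 without α KO replicates 1 and 2. Of the 18 transcripts that the paper names, 0 passed over all genes in edgeR (18 at an unadjusted p under 0.05), 11 in DESeq2, 11 in the likelihood ratio test and 0 in limma voom, and 13 and 14 passed without WT replicates 1 and 2. All 18 passed when adjusted over the list alone, which is not independent evidence, since the study chose them on these libraries.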

Among the most significantly upregulated and potentially most relevant were transcripts for glycolytic enzyme enolase 1β (*Eno1b*) (upregulated 28-fold; p_adj_=1.68×10^-8^); sucrose transport solute carrier (*Slc45a4*) (upregulated 1.9-fold; p_adj_=0.0001); Rac family small GTPase 2 (*Rac2*), which may augment production of reactive oxygen species (upregulated 1.7-fold; p_adj_=0.0006); and mitochondria-localized glutamic acid-rich protein (*Mgarp*), which is involved in maintenance of mitochondrial abundance and morphology (upregulated 13.7-fold; p_adj_=0.013). 

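All 4 transcripts, which the study chose on these libraries, were higher in both α KO libraries than in both WT libraries. Eno1b, on chromosome 18 of GRCm38 from 48045335 to 48048412, was at 26.2 ± 3.66 CPM (n = 2) in α KO and 0.687 ± 0.389 CPM (n = 2) in WT osteocytes, 37.9-fold higher. Mgarp, on chromosome 3 from 51388412 to 51396738, was at 3.72 ± 1.90 CPM and 0.285 ± 0.0214 CPM, 12.9-fold higher. Slc45a4, on chromosome 15 from 73577424 to 73645762, was at 88.3 ± 3.93 CPM and 32.8 ± 6.19 CPM, 2.70-fold higher. Rac2, on chromosome 15 from 78559167 to 78572783 and so within 10 Mb of Ppara, was at 371 ± 25.4 CPM and 150 ± 5.65 CPM, 2.48-fold higher. The log2 fold changes were 5.25 (standard error 0.583; 5.94 without WT replicate 2), 3.69 (0.661; 3.04 without α KO replicate 1), 1.43 (0.306) and 1.31 (0.276), and none passed in edgeR's quasi-likelihood test (adjusted p = 0.902 for each). Eno1b passed in DESeq2, in the likelihood ratio test and with each library left out in turn (adjusted p from 1.85e-15 to 0.912 over all alternatives), and Mgarp in the first 2 and without either WT library (0.00446 to 1.00), whereas Slc45a4 (0.0190 to 1.00) and Rac2 (0.0336 to 1.00) passed only without WT replicate 1 or WT replicate 2. Eno1b shares 84.5% of its 50-base words with Eno1 or the pseudogenes Gm4735 and Gm5855; its counts were 4.37% and 8.13% of those of Eno1 in the α KO libraries and 0.255% and 0.154% in the WT libraries, so they did not follow those of Eno1. Rac2 is a gene of blood cells, and in these cultures the macrophage lysozyme Lyz2 was at 17490 ± 3583 CPM in α KO and 11265 ± 3889 CPM in WT.

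**Figure D3:**
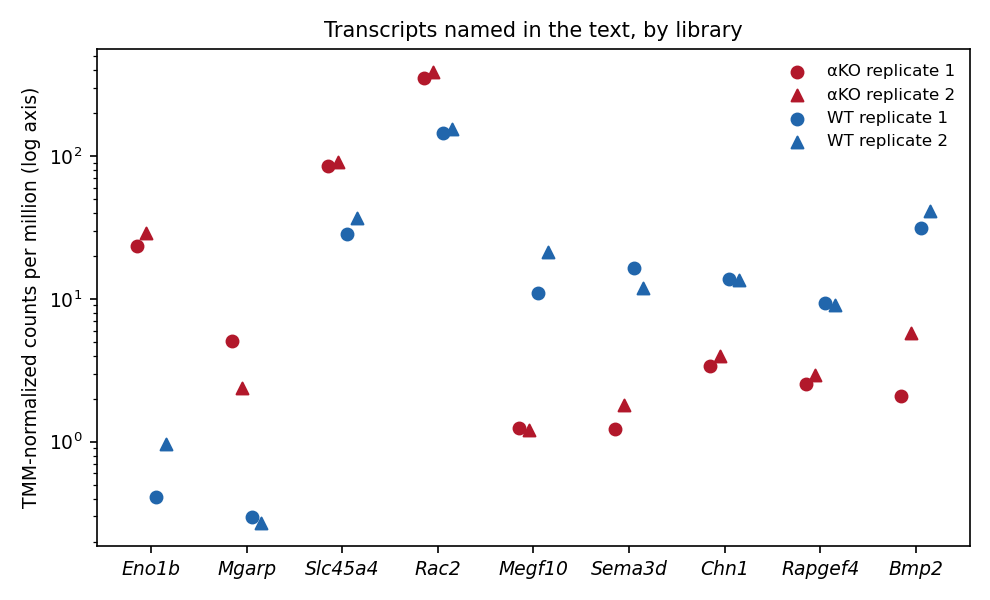
TMM-normalized CPM (log axis) in each of the 2 α KO (red) and 2 WT (blue) libraries, replicate 1 as circles and replicate 2 as triangles, for 9 transcripts named in the text. For each transcript both α KO points lie on the same side of both WT points, from 23.6 and 28.8 against 0.412 and 0.962 for Eno1b to 353 and 389 against 145 and 153 for Rac2. The study chose these transcripts on these libraries, so this separation is not independent evidence.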

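Dynap, Megf10, Chn1, Sema3d and Rapgef4, also chosen by the study on these libraries, were lower in both α KO libraries than in both WT libraries. Dynap, on chromosome 18 of GRCm38 from 70240429 to 70244582, had 0 counts in either α KO library and 14 and 53 in the WT libraries, which makes it at least 21.6-fold lower, with the floor set at 3 counts over the group. Megf10, a receptor with EGF-like repeats on chromosome 18 from 57133090 to 57297467, was at 1.23 ± 0.0333 CPM (n = 2) in α KO and 16.2 ± 7.37 CPM (n = 2) in WT osteocytes, 13.1-fold lower. Sema3d, a secreted axon guidance protein gene on chromosome 5 from 12383385 to 12588948, was at 1.52 ± 0.421 CPM and 14.2 ± 3.14 CPM, 9.33-fold lower. Chn1, which encodes a GTPase-activating protein for Rac, was at 3.67 ± 0.398 CPM and 13.7 ± 0.246 CPM, 3.72-fold lower, and Rapgef4, an exchange factor for Rap1 that binds cAMP, at 2.75 ± 0.277 CPM and 9.24 ± 0.171 CPM, 3.36-fold lower. Chn1 and Rapgef4 lie on chromosome 2, from 73610660 to 73775346 and from 71981240 to 72257474, and genes on the other strand overlap both. The log2 fold changes of Megf10, Sema3d, Chn1 and Rapgef4 were -3.71 (standard error 0.524), -3.22 (0.468), -1.90 (0.378) and -1.75 (0.402). None of the 5 passed in edgeR (adjusted p = 0.902 for each). DESeq2 and the likelihood ratio test passed Dynap, Megf10 and Sema3d, DESeq2 alone also Chn1, and these 4 passed without WT replicate 1; Megf10, Sema3d, Chn1 and Rapgef4 passed without WT replicate 2, where Dynap had too few counts to be tested. Over all alternatives the adjusted p ran from 6.49e-07 to 1.00 for Megf10, from 1.60e-05 to 1.00 for Sema3d, from 0.00244 to 1.00 for Dynap, from 0.0265 to 1.00 for Chn1 and from 0.0424 to 1.00 for Rapgef4.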

Among the most significantly downregulated and potentially most relevant were transcripts for protein promoting activation of AKT1 (*Dynap*) (downregulated 56-fold; p_adj_=0.012); cell adhesion protein (*Megf1*) (downregulated 13.8-fold; p_adj_=0.0002); and several transcripts coding for proteins involved in neuron development, such as chimerin 1 (*Chn1*) (3.6-fold; p_adj_=4.16x10^-13^), semaphorin 3 (*Sema3d*) (10.4-fold; p_adj_=8.03x10^-7^), and neurotransmitter receptor for postsynaptic specialization (*Rapgef4*) (3-fold; p_adj_=0.0003). The downregulation of transcripts coding for neuronal proteins is of interest, because osteocytes express large number of such transcripts (30) and their downregulation may suggest a role for PPARα in maintenance of osteocyte integrity.

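Transcripts with a part in axon guidance and synaptic contacts were lower in α KO than in WT osteocytes more often than higher. Of 27 genes of neurotrophins and synaptic adhesion 20 were lower, with a median log2 fold change of -0.64. Nrcam, a neuronal cell adhesion gene, was at 6.33 ± 0.0495 CPM (n = 2) in α KO and 19.6 ± 4.19 CPM (n = 2) in WT osteocytes, Cadm1, a synaptic adhesion gene, was 4.12-fold lower (log2 fold change -2.04, -0.77 without WT replicate 1 and -2.74 without WT replicate 2), Dpysl3, which acts in axon growth, 2.40-fold and the N-cadherin gene Cdh2 2.39-fold. Of 59 genes of semaphorins, netrins, slits and ephrins 39 were lower (median -0.40), with Sema4f 4.58-fold and the receptor gene Neo1 1.90-fold lower, while Slit1 was 4.13-fold higher. Both lists passed camera with a preset correlation (adjusted p = 0.000129 and 0.00127) and neither with an estimated correlation (adjusted p = 0.366 and 0.70). Without WT replicate 2 the first had a median of -0.25 (camera, adjusted p = 0.0720) and the second 0.11 (adjusted p = 0.872), so both calls rested on that library. In edgeR no gene of either list passed an adjusted p of 0.05, over all genes or adjusted over the list alone, with 4 and 13 at an unadjusted p under 0.05; DESeq2 and the likelihood ratio test passed 1, Sema3d, and limma voom 0. Bone lineage transcripts are lower in the same libraries, with the summed level of the osteocyte markers at 349 and 384 CPM in α KO and 501 and 665 CPM in WT replicates 1 and 2. From the lower levels of such transcripts, and because osteocytes express many of them, the paper raises, in hedged words, a possible role for PPARα in the maintenance of osteocyte integrity.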

### 3.2 Comparison of bone phenotype in osteocyte-specific PPARα knock-out mice vs. global PPARα knock-out mice reveals a regulatory function of PPARα in osteocytes

Mice with osteocyte-specific deletion of PPARα (αOT^KO^) were obtained as a result of breeding 10kb Dmp1-Cre and PPARα^flfl^ mice, as described in the Materials and Methods section. To determine specificity of deletion, sequences encompassing exon 4 were amplified from genomic DNA collected from bone and other tissues using previously described primers (22). Product sizes of 1070 bp, 915 bp, and 450 bp represented a floxed allele, WT allele, and exon 4 deleted allele, respectively. As shown in **Figure 2A**, bone tissue of αOT^KO^ mice harbored deletion of exon 4 from the *Pparα* gene locus. The exon 4 deletion was not detected in liver tissue, muscle, or eWAT, but a faint 450 kb band was observed in iWAT, suggesting that a small fraction of this tissue may also be affected. It has been shown previously that Dmp1-driven Cre recombination may also occur in tissues other than bone, including tissues in which metabolism is under the control of PPARα (31). Therefore, we compared the levels of expression of *Pparα* transcript in liver tissue, muscle, and iWAT of αOT^KO^ mice to the levels of expression in Ctrl mice (**Figure 2A**, right panel). We did not observe significant differences in *Pparα* expression in analyzed tissues isolated from 6-month-old male mice. We have previously shown (in a model of osteocyte-specific PPARγ deletion under the same Dmp1-Cre driver) that, in addition to the abovementioned tissues, *Pparγ* expression is not affected in the cerebellum, small intestine, or kidneys of adult male mice [**Supplementary Table 2** in (23)], suggesting that *Pparα* expression may also not be significantly affected in these tissues of mature αOT^KO^ mice.

**Figure 2:**
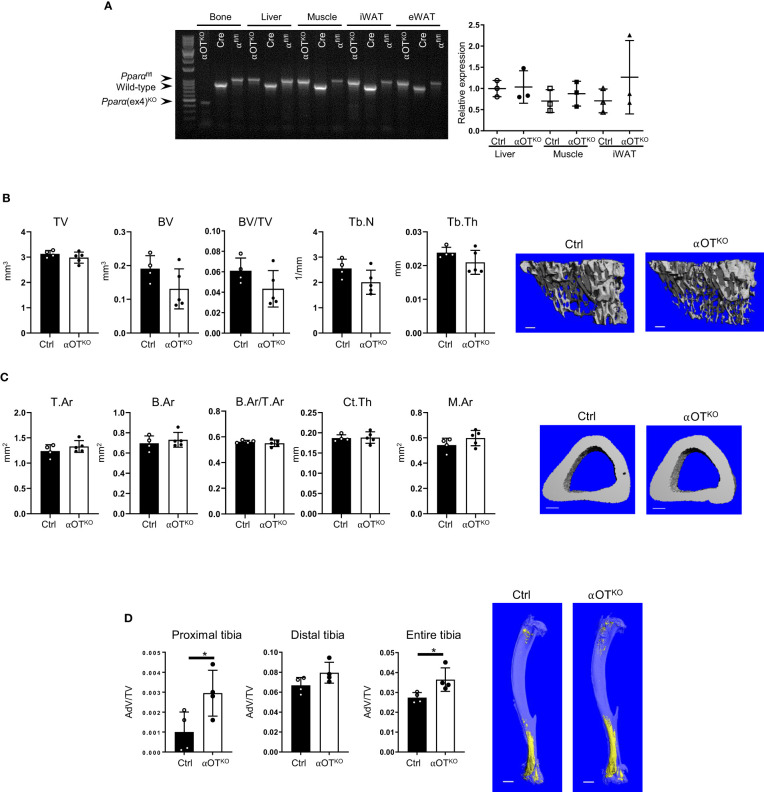
PPARα deletion in osteocytes does not affect trabecular or cortical bone mass but increases bone marrow adipose tissue (BMAT) volume in 6-month-old male mice. **(A)** Analysis of genomic DNA isolated from cortical bone, liver, muscle, inguinal WAT (iWAT), and eWAT of αOT^KO^ and control (Dmp1-Cre and PPARα^flfl^) animals for deletion of exon 4 from the *Pparα* gene locus. *Pparα* DNA fragments of 1070 bp correspond to the floxed allele; those of 915 bp correspond to the wild-type (WT) allele; and those of 450 bp correspond to the allele with deleted exon 4. The graph on the right represents relative mRNA expression of *Pparα* in different tissues of 6-month-old male Ctrl and αOT^KO^ mice. **(B)** Micro-CT renderings and analysis of trabecular bone in proximal tibia: total volume (TV), bone volume (BV), bone mass (BV/TV), trabecular number (Tb.N), and trabecular thickness (Tb.Th). The bar shown on the bone micro-CT renderings corresponds to 0.1 mm. **(C)** Micro-CT renderings and analysis of cortical bone at the tibia midshaft: total cross-sectional area (T.Ar), bone area (B.Ar), bone mass (T.Ar/B.Ar), cortical thickness (Ct.Th), and marrow area (M.Ar). The bar shown on the bone micro-CT renderings corresponds to 0.5 mm. n=4 (Ctrl) and n=5 (αOT^KO^) mice per group. **(D)** Micro-CT renderings and analysis of BMAT volume (AdV/TV) in proximal, distal, and entire tibia stained with osmium tetroxide. The bar shown on the bone micro-CT renderings corresponds to 1 mm. n=4 mice per group. Statistical significance was tested using parametric unpaired Student’s t tests. *p < 0.05.

Micro-CT analysis of trabecular and cortical bone of 6-month-old αOT^KO^ mice showed no effect of osteocyte-specific deletion of PPARα on bone mass or microarchitecture. Trabecular bone in the proximal tibia was not affected in αOT^KO^ males (**Figure 2B**) or females (**Supplementary Figure 1A**), as compared to controls (Ctrl). Similarly, cortical bone in the midshaft tibia was not affected (**Figure 2C**, **Supplementary Figure 1B**). However, osmium tetroxide (OsO_4_) staining for lipids indicated increased bone marrow adipose tissue (BMAT) volume in the αOT^KO^ tibia, specifically in the proximal part of the male tibia (**Figure 2D**, **Supplementary Figure 1C**). Dynamic and static histomorphometry of trabecular bone in the male tibia did not show any difference in osteoblastic or osteoclastic parameters between αOT^KO^ and Ctrl mice.

In contrast, the bone structure of mice with global PPARα deficiency (α^KO^) was affected (**Figure 3**). Trabecular bone in the proximal tibia of 5-month-old α^KO^ males showed an increase in total volume (TV), with a concomitant increase in number of trabeculae (TbN), and a tendency toward increase in trabecular bone volume (BV), but no difference in trabecular bone mass (BV/TV) (**Figure 3A**). In contrast, analysis of cortical bone in the tibia midshaft showed that PPARα deficiency led to bone enlargement (T.Ar), with increased marrow area (M.Ar) but no change in cortical thickness, resulting in a relative decrease in cortical bone mass (B.Ar/T.Ar) (**Figure 3B**). A similar bone phenotype was observed in female mice (**Supplementary Figure 2**). BMAT volume in the tibia of α^KO^ male mice was increased in both proximal and distal locations (**Figure 3C**).

**Figure 3:**
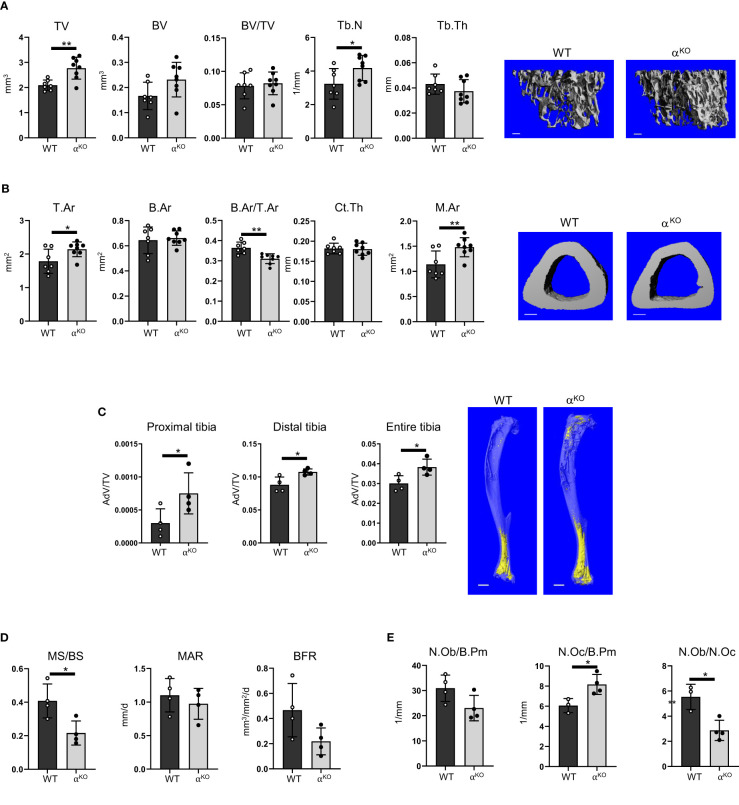
Global deficiency in PPARα affects trabecular and cortical bone, increases BMAT volume, and increases number of osteoclasts in 5-month-old male mice. **(A)** Micro-CT renderings and analysis of trabecular bone in proximal tibia: total volume (TV), bone volume (BV), bone mass (BV/TV), trabecular number (Tb.N), and trabecular thickness (Tb.Th). The bar shown on the bone micro-CT renderings corresponds to 0.1 mm. **(B)** Micro-CT renderings and analysis of cortical bone at the tibia midshaft: total cross-sectional area (T.Ar), bone area (B.Ar), bone mass (B.Ar/T.Ar), cortical thickness (Ct.Th), and marrow area (M.Ar). n=7 (WT) and n=8 (α^KO^) mice per group. The bar shown on the bone micro-CT renderings corresponds to 0.5 mm. **(C)** Micro-CT analysis of BMAT volume (AdV/TV) in proximal, distal, and entire tibia stained with osmium tetroxide. The bar shown on the bone micro-CT renderings corresponds to 1 mm. n=4 mice per group. **(D)** Dynamic histomorphometry of calcein-labeled trabecular bone in proximal tibia, conducted to measure the fraction of mineralizing surface per bone surface (MS/BS), mineral apposition rate (MAR), and bone formation rate (BFR). **(E)** Static histomorphometry of the same tibia bones, evaluating number of osteoblasts and osteoclasts relative to bone perimeter (N.Ob/B.Pm and N.Oc/B.Pm) and osteoblast-to-osteoclast ratio (N.Ob/N.Oc). n=4 mice per group. Statistical significance was tested using parametric unpaired Student’s t tests. *p < 0.05, **p < 0.01.

Dynamic histomorphometry showed an overall decrease in mineralized surface (MS/BS) but no changes in mineral apposition rate (MAR) or bone formation rate (BFR) (**Figure 3D**). Osteoblast number was unchanged, but α^KO^ mice had a higher number of osteoclasts, which resulted in an osteoblast/osteoclast ratio favoring bone resorption (**Figure 3E**).

### 3.3 PPARα regulates differentiation of skeletal and hematopoietic stem cells and osteocyte support for BMAT development

Growth and differentiation of skeletal stem cells (SSCs) toward osteoblasts and adipocytes was tested in colony-forming unit assays measuring the number of fibroblast (CFU-F), osteoblast (CFU-OB), and adipocyte (CFU-AD) colonies formed *ex vivo* in bone marrow stromal cell (BMSC) cultures derived from α^KO^ and αOT^KO^ animals. As shown in **Figures 4A, B**, both global and osteocyte-specific deficiency in PPARα led to increased potential of SSCs to form CFU-Fs and increased differentiation to adipocytes, as indexed by a higher number of CFU-AD colonies. The cultures of α^KO^ BMSCs (in contrast with BMSC cultures from αOT^KO^ mice) also showed higher number of CFU-OB colonies, which was correlated with increased expression of osteoblast markers, such as *Dlx5*, *Osx*, and *Ocn* in undifferentiated conditions (**Figure 4C**), suggesting a role for PPARα in osteoblast differentiation.

**Figure 4:**
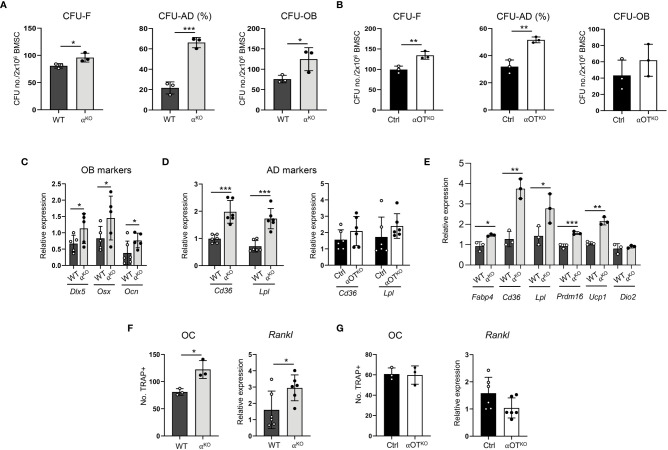
Global and osteocyte-specific deletion of PPARα have different effects on marrow mesenchymal and hematopoietic cell differentiation. **(A, B)** Colony-forming and differentiation potential toward adipocytes and osteoblasts of BMSCs isolated from **(A)** α^KO^ and WT or **(B)** Ctrl and αOT^KO^ mice. Total number of colonies (CFU-F) and number of adipocytic colonies (CFU-AD) were quantified after staining with methyl green and Oil Red O for lipids, and number of osteoblastic colonies (CFU-OB) was quantified after staining with Von Kossa for calcium. **(C)** Relative expressions of osteoblastic gene makers in non-differentiated BMSCs derived from WT and α^KO^ mice. n=5–6 donor mice per group. **(D)** Relative expressions of adipocytic gene markers in non-differentiated BMSCs derived from WT and α^KO^, or Ctrl and αOT^KO^ mice. n=5–6 donor mice per group. **(E)** Expression of adipocyte gene markers in WT BMSCs grown in the presence of conditioned media (CM) collected from primary cultures of either α^KO^ or WT osteocytes (n=3 mice/group). **(F, G)** Differentiation potential of monocytes to osteoclasts (n=3 donor mice per group) and *Rankl* expression in non-differentiated BMSCs. Non-adherent hematopoietic cells from **(F)** WT and α^KO^ mice or **(G)** Ctrl and αOT^KO^ mice were grown in the presence of RANKL (50 ng/ml) and M-CSF (50 ng/ml) for 9 days and stained for tartrate-resistant acid phosphatase (TRAP). TRAP-positive cells with more than 3 nuclei were quantitated as osteoclasts. Statistical significance was tested using parametric unpaired Student’s t tests. *p<0.05, **p<0.01, ***p<0.001.

Notably, BMSCs derived from α^KO^ mice exhibited 4-fold higher CFU-AD formation as compared to WT BMSCs, while CFU-AD formation in αOT^KO^ BMSCs was increased only by 40%. In addition, expression of adipocyte-specific gene markers was significantly increased in undifferentiated α^KO^ BMSCs, whereas expression of these markers did not differ from controls in the case of undifferentiated αOT^KO^ BMSCs (**Figure 4D**). These findings suggest that a certain pool of SSCs in the marrow of αOT^KO^ mice is already predetermined for adipocyte differentiation, probably by PPARα-deficient osteocytes. To test for this possibility, we analyzed the effect of conditioned media (CM) collected from primary cultures of PPARα-deficient osteocytes on differentiation of WT BMSCs. As shown in **Figure 4E**, CM derived from PPARα-null osteocytes induced expression of adipocyte-specific markers in BMSCs derived from WT animals, including beige adipocyte markers (*Ucp1* and *Prdm16*). This response points to PPARα-dependent osteocyte paracrine activities regulating SSC allocation to adipocytes, and correlates with the higher volume of BMAT in the proximal tibia of αOT^KO^ male mice.

Analyses of bone structure and histomorphometry suggested increased bone resorption in α^KO^ mice (**Figure 3**). Indeed, osteoclast differentiation from PPARα-null non-adherent bone marrow cells was increased, as well as expression of *Rankl* in BMSCs derived from α^KO^ mice (**Figure 4F**). These effects were not observed in marrow cultures of αOT^KO^ mice. Osteoclast differentiation from non-adherent marrow cells and *Rankl* expression in BMSCs did not differ from Ctrl mice (**Figure 4G**). These findings suggest the conclusion that PPARα negatively controls osteoclast differentiation both directly (at the level of marrow monocyte commitment to osteoclasts) and indirectly (*via* mesenchymal cell support for osteoclastogenesis). Increased hematopoietic cell commitment, together with increased *Rankl* expression in α^KO^ BMSCs, is consistent with the increased number of osteoclasts and enlarged marrow cavities in bone tissue of α^KO^ mice.

### 3.4 Younger mice with either global or osteocyte-specific PPARα deletion exhibit increased energy expenditure

Energy expenditure in 5- to 6-month-old α^KO^ and αOT^KO^ mice was measured by indirect calorimetry using the CLAMS system (**Figure 5A**). In both α^KO^ and αOT^KO^ males and females, oxygen consumption (VO2) and carbon dioxide (CO2) production were increased during the daytime and at night, compared to their respective controls. These shifts resulted in an increase in respiratory exchange ratio (RER), indicating increased use of glucose as fuel, and were accompanied by an increase in heat production (**Figure 5A**) and elevated locomotion in males (**Supplementary Figure 3A**), but not in females (**Supplementary Figure 3B**). The body weight of α^KO^ and αOT^KO^ mice did not differ from that of their controls, whereas food intake showed a tendency to increase in αOT^KO^ males and was higher in α^KO^ males (**Supplementary Figures 4A, B**). This was accompanied by beiging of inguinal white adipose tissue (iWAT) in both α^KO^ and αOT^KO^ male mice (**Figures 5B, C**). The increases in energy expenditure parameters observed in αOT^KO^ mice constituted up to 40% of the increases observed in α^KO^ mice, suggesting a significant contribution of osteocytes to global energy metabolism. Thus, deficiency in PPARα, either global or osteocyte-specific, leads to an overall state of elevated thermogenesis with a shift to carbohydrate utilization.

**Figure 5:**
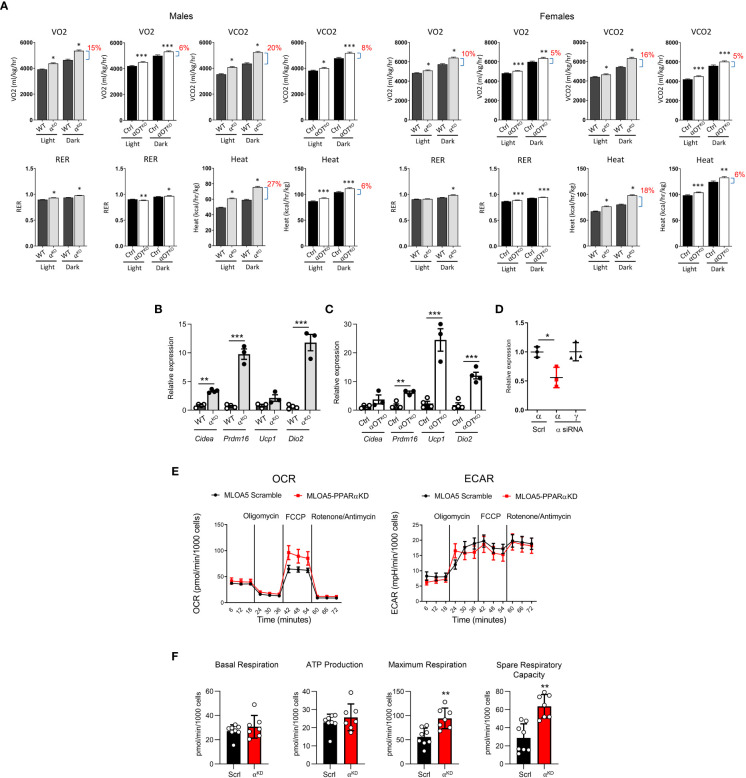
Both global and osteocyte-specific deletion of PPARα lead to increased respiration, increased heat production, and beiging of inguinal white adipose tissue (iWAT) in 5- to 6-month-old male and female mice. **(A)** Metabolic parameters of WT and α^KO^ or Ctrl and αOT^KO^ mice were analyzed for VO2 (oxygen consumption), VCO2 (carbon dioxide production), RER (respiratory exchange ratio), and heat production using the CLAMS system of metabolic cages (n=4 mice/group). Brackets with percentage values (%) represent the fractional increase in the measured parameter. **(B, C)** Relative expression of beige fat markers in iWAT collected from **(B)** WT and α^KO^ male mice or **(C)** Ctrl and αOT^KO^ male mice (n=4 mice/group). **(D)** siRNA silencing of PPARα expression in MLO-A5 osteocytes. α = levels of *Pparα* mRNA; γ = levels of *Pparγ* mRNA; Scrl = scramble siRNA; α siRNA = siRNA specific to PPARα. **(E)** OCR and ECAR profiles in MLO-A5 osteocytes with silenced PPARα. **(F)** Indices of mitochondrial function measured *via* Seahorse Mitochondrial Stress Test. Statistical significance was tested using parametric unpaired Student’s t test. *p<0.05, **p<0.01, ***p<0.001.

To investigate the function of PPARα in osteocyte bioenergetics, we employed MLO-A5 cells in which PPARα was knocked-down by approximately 50% using siRNA (αA5^KD^ cells) (**Figure 5D**) and analyzed these for mitochondrial activity using the Agilent Seahorse XF Cell Mito Stress test. As shown in **Figure 5E**, oxidative phosphorylation, measured in the form of basal and stressed oxygen consumption rates (OCR), was significantly increased in αA5^KD^ cells. We did not observe differences in extracellular acidification rate (ECAR) between αA5^KD^ and a scrambled control, indicating no effect on anaerobic glycolysis or lactate production (**Figure 5E**). PPARα deficiency did not change basal respiration and ATP production, but did increase maximal cellular respiration in response to stress (**Figure 5F**). This was associated with a significant increase in spare respiratory capacity, indicating that mitochondria might be dysfunctional in PPARα-null osteocytes subjected to certain conditions.

### 3.5 Metabolic phenotype is reverted with aging in both αOT^KO^ and α^KO^ mice, which results in decreased energy expenditure and development of obesity

The long-term effects of PPARα global and osteocyte-specific deficiency were analyzed in 15-month-old mice. The increased energy expenditure observed in younger αOT^KO^ mice was reversed in aged mice. Both male and female older αOT^KO^ mice showed decreased VO2, VCO2, and RER, and produced less heat (**Figure 6A**). A similar reversal and decrease in energy expenditure was also observed in α^KO^ 15-month-old males (**Figure 6B**). This was accompanied by a significant increase in body weight in both αOT^KO^ and α^KO^ mice (**Figure 6C**), despite either lower (αOT^KO^) or unchanged (α^KO^) food consumption (**Supplementary Figure 4C**). These data suggest that long-term impairment of lipid metabolism due to the absence of PPARα has a negative effect on systemic energy metabolism and obesity development, and that PPARα-deficient osteocytes significantly contribute to this effect. This finding highlights the importance of fatty acid metabolism in osteocytes and the role of osteocytes in maintenance of global energy metabolism.

**Figure 6:**
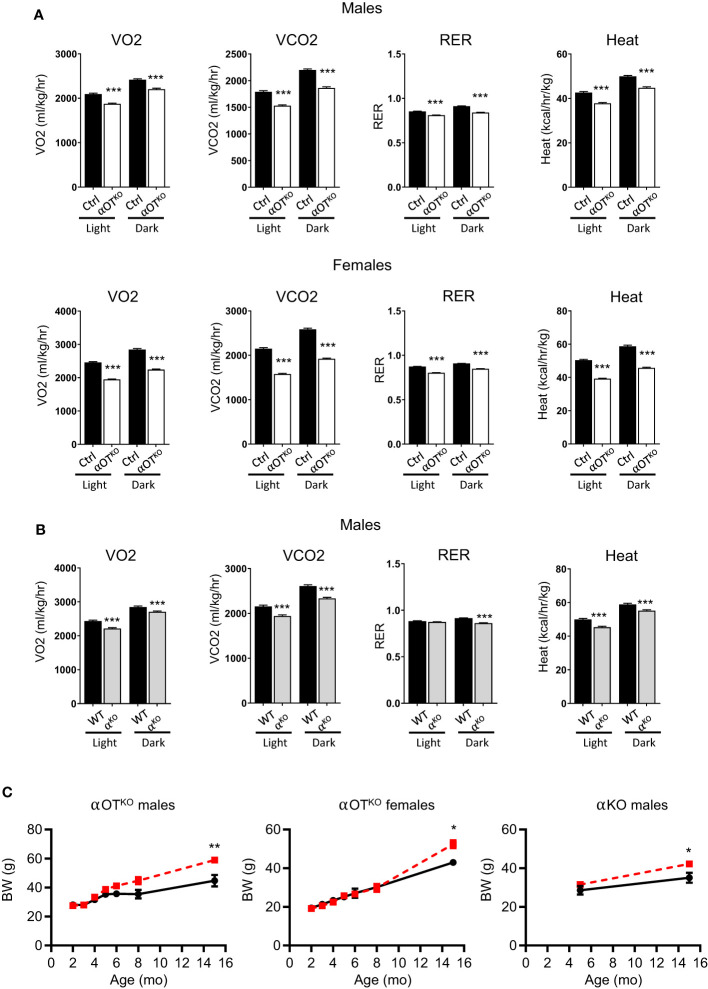
Osteocyte-specific deletion of PPARα reduces metabolic activity and leads to development of obesity in aging mice. **(A)** Metabolic parameters of 15-month-old Ctrl and αOT^KO^ male and female mice, analyzed with the CLAMS system for VO2 (oxygen consumption), VCO2 (carbon dioxide production), RER (respiratory exchange ratio), and heat production (n=4 mice/group). **(B)** Metabolic parameters of 15-month-old WT and α^KO^ male mice analyzed with the CLAMS system, as above. **(C)** Longitudinal comparison of body weight in αOT^KO^ males and females, and α^KO^ males (red dashed line), with control mice (black solid line). Statistical significance was tested using parametric unpaired Student’s t tests. *p<0.05, **p<0.01, ***p<0.001.

## 4 Discussion

Although the role of PPARα in fatty acid metabolism is well documented in tissues such as the liver, heart, and muscle, there is a paucity of information on its role in skeletal tissue, which depends heavily on lipid metabolism [reviewed in (13)]. Here, we have demonstrated that PPARα is expressed in osteocytes at levels comparable to those observed in muscle, and regulates the skeletal function of osteocytes and their contribution to systemic energy balance. By performing a side-by-side comparative study of mice with global PPARα deficiency and mice with osteocyte-specific PPARα deficiency, we were able to parse out the different and often subtle activities of PPARα in the skeleton with local and systemic significance.

This study has uncovered the previously unknown contribution of osteocytes to the balance of systemic energy metabolism, in which PPARα plays an important role. At a younger age, both αOT^KO^ and α^KO^ mice demonstrated increased respiration and energy expenditure. The increase in energy production of αOT^KO^ mice constituted up to 40% of that observed in α^KO^ mice. This suggests that, in the state of ambulatory activity, osteocytes contribute significantly to overall energy balance. Increased metabolism was associated with an increased thermogenic phenotype in some fat depots, implying that in addition to lipid metabolism, PPARα also controls osteocyte endocrine activities regulating systemic metabolism. At the level of cellular bioenergetics, PPARα deficiency also increases osteocyte mitochondrial activity under stress, a condition that increases oxidative stress and ROS production, which may have detrimental longitudinal effects. Indeed, and similarly to α^KO^ mice, the αOT^KO^ mice developed obesity with aging and demonstrated a complete reversal in energy expenditure, from a highly energetic state to significantly attenuated expenditure. Thus, initially an absence of PPARα in osteocytes has an additive effect on increased systemic energy metabolism *via* osteocyte bioenergetics and endocrine activities modulating metabolism of peripheral fat, whereas the reversal of this phenotype with aging may reflect prolonged impairment of lipid metabolism and the accumulation of oxidative stress products in bone due to increased mitochondrial activity.

We have shown that, in osteocytes, PPARα regulates a large number of transcripts, many of them coding for secreted proteins involved in the maintenance of bone homeostasis, including signaling proteins of TGFβ/BMP, WNT, FGF, EGF pathways, as well as proteins with a potential role in modulating the bone marrow environment and supporting differentiation niches. However, the bone mass of αOT^KO^ mice was not affected, indicating that either osteocyte activities supporting bone remodeling under PPARα control are of less significance or these activities are counterweighted by other mechanisms. This is in contrast to α^KO^ mice, in which bone phenotype is driven by the absence of PPARα in marrow mesenchymal and hematopoietic cells, which results in changes in bone structure, differentiation potential of bone cells, and increased marrow adiposity. However, regarding marrow adiposity, we have demonstrated that PPARα-controlled osteocyte secretome contributes to the regulation of BMAT development and induction of transcripts in BMSCs coding for proteins involved in fatty acid uptake and thermogenesis. These activities of a paracrine/endocrine character may lead to increased lipid accumulation in bone marrow and increased beiging of marrow and peripheral adipose tissues in a sex-dependent manner.

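The secreted proteins of Supplementary Table 2 had lower transcripts in α KO than in WT osteocytes throughout, and so did most ligands of the FGF and EGF families. All 80 genes of that table that could be tested, of 84 listed, were lower, with a median log2 fold change of -1.61 (quartiles -2.34 and -1.12), and 72 were lower in both α KO libraries than in both WT libraries. Srpx2, a secreted matrix gene, was at 98.6 ± 25.9 CPM (n = 2) in α KO and 249 ± 26.1 CPM (n = 2) in WT osteocytes. In edgeR 0 of the 80 passed an adjusted p of 0.05 over all genes and 0 when adjusted over the list alone, with 49 at an unadjusted p under 0.05; DESeq2 passed 7, the likelihood ratio test 2, limma voom 0, and 34 and 28 passed without WT replicates 1 and 2. The study chose this list on these libraries, so its direction is not independent evidence; 16 of the 84 pass an adjusted p of 0.05 in the authors' own table.

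Of 12 genes listed under FGF and EGF family ligands 9 were lower, with a median of -1.07 and -0.49 without WT replicate 2. The list holds Megf10, which the study chose on these libraries, so its direction is not wholly independent evidence. Fgf7, which acts on epithelial cells, was at 94.4 ± 1.93 CPM in α KO and 197 ± 8.23 CPM in WT osteocytes, Fgf2 was 5.99-fold lower with WT levels of 10.8 and 46.3 CPM, Fgf1 5.47-fold and Fgf13, an FGF homolog that stays in the cell, 2.59-fold. The log2 fold change of Fgf2 was -2.58, -3.26 without WT replicate 1 and -1.22 without WT replicate 2, and that of Fgf1 -2.45, -1.85 without WT replicate 1 and -3.34 without α KO replicate 2. The list passed camera with a preset correlation (adjusted p = 2.52e-06) and not with an estimated correlation (adjusted p = 0.366). None of its genes passed over all genes in edgeR (5 at an unadjusted p under 0.05; DESeq2 2, likelihood ratio test 1, limma voom 0), and 1, Megf10, which is a receptor and not a ligand, did when adjusted over the list alone. Markers of bone cells were lower in the same cultures, 17 of 18 for osteoblasts and 7 of 8 for osteocytes, and all 26 macrophage markers were higher. The list of secreted proteins itself holds the bone cell markers Dmp1, Bglap and Ptprz1. Ctss, a protease gene of macrophages, was at 2454 ± 168 CPM in α KO and 1714 ± 750 CPM in WT cultures. That difference did not pass (edgeR, adjusted p = 0.9998).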

The complex mode of PPARα function in regulation of bone mass is probably the reason why previous studies were not able to clearly delineate these activities at the organ and cellular levels. The earliest study, performed by Gimble’s group, showed that PPARα-null mice have enlarged marrow cavities (1). Our study has confirmed that α^KO^ mice have enlarged bone cavities and presented evidence that PPARα negatively regulates bone resorption on the level of osteoclastic precursor cells and acts as an inhibitor of *Rankl* expression in marrow stroma cells. These findings are in good agreement with those of several other studies showing a positive effect of fibrates, which are PPARα agonists, on bone mass (2, 3, 32). Most recently, it has been shown that fibrates increase BMP2 production *in vitro* in cells of osteoblastic lineage *via* PPARα acting as a transcriptional regulator of *Bmp2* expression (33). 

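Bmp2, which encodes a bone morphogenetic protein that drives osteoblast differentiation, was lower in α KO than in WT osteocytes. It lies on chromosome 2 of GRCm38 from 133552159 to 133562885. Its level was 3.93 ± 2.60 CPM (n = 2) in α KO and 36.1 ± 6.92 CPM (n = 2) in WT osteocytes, with 55 and 143 counts against 832 and 1064. This is 9.17-fold lower, a log2 fold change of -3.20 (standard error 0.601; -4.09 without α KO replicate 2), and the change passed neither edgeR's quasi-likelihood test (adjusted p = 0.902) nor limma voom. It passed in DESeq2 and the likelihood ratio test and without WT replicate 1 or WT replicate 2, and over all alternatives the adjusted p ran from 0.000146 to 1.00. The osteoblast markers were lower in the same cultures, with a summed level of 11625 and 13363 CPM in α KO replicates 1 and 2 and 14149 and 15509 CPM in WT replicates 1 and 2.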

Our transcriptomic studies have shown that, in osteocytes, PPARα acts as a positive regulator of *Bmp2* expression, confirming and expanding the significance of previous findings.

The presented data suggest that PPARα contributes to the maintenance of SSC homeostasis, which is known to be under control of metabolic programing (34). SSCs deficient in PPARα exhibit increased proliferation and increased propensity to differentiate toward both osteoblastic and adipocytic lineages. By juxtaposing analyses of α^KO^ and αOT^KO^ mice, we were able to demonstrate that adipocytic differentiation and SSC proliferation are partially dependent on PPARα function in osteocytes. In contrast, PPARα activities regulating osteoclast differentiation rely mostly on its intrinsic effect in cells of this lineage. In fact, αOT^KO^ mice do not have a distinct bone phenotype, except in relation to increased marrow adiposity, which might be a direct effect of impaired lipid metabolism in osteocytes resulting in increased lipid storage in bone marrow. This finding is concomitant with the observation of enlarged bone marrow cavities, indicating increased bone resorption, in α^KO^ mice but not in αOT^KO^ mice. In conclusion, the role of PPARα in regulation of bone phenotype is rather subtle and is probably accessory to other regulatory pathways. This is in striking contrast to the role of another nuclear receptor, PPARγ, which regulates bone mass on every level, including SSC allocation to the adipocytic lineage at the expense of the osteoblastic lineage, and positive regulation of osteoclastogenesis and sclerostin production in osteocytes (23, 35, 36), making it a more promising target for therapies aiming to increase bone mass. Nevertheless, with the advent of an improved understanding of lipid metabolism in bone, the bone PPARα activities of local and systemic importance also need to be considered.

## Data availability statement

The data presented in the study are deposited in the Gene Expression Ontology (GEO) repository, accession number GSE225595.

## Ethics statement

The animal study was reviewed and approved by University of Toledo Institutional Animal Care and Utilization Committee.

## Author contributions

AC and BL-C designed the experiments; AC conducted the experiments and analyzed the data, including transcriptomic analysis; SB, PC, and EC contributed to the experimental design, data analysis, data interpretation, and editing of manuscript; MC and PG contributed to transcriptomic data analysis; and AC and BL-C wrote the manuscript. All authors take responsibility for the integrity of the data analysis. All authors contributed to the article and approved the submitted version.

## References

[1] WuXPetersJMGonzalezFJPrasadHSRohrerMDGimbleJM. Frequency of stromal lineage colony forming units in bone marrow of peroxisome proliferator-activated receptor-alpha-null mice. Bone (2000) 26(1):21–6. doi: 10.1016/S8756-3282(99)00238-0 10617153

[2] SamadfamRAworiMBenardeauABaussFSebokovaEWrightM. Combination treatment with pioglitazone and fenofibrate attenuates pioglitazone-mediated acceleration of bone loss in ovariectomized rats. J Endocrinol (2012) 212(2):179–86. doi: 10.1530/JOE-11-0356 22062085

[3] StillKGrabowskiPMackieIPerryMBishopN. The peroxisome proliferator activator receptor alpha/delta agonists linoleic acid and bezafibrate upregulate osteoblast differentiation and induce periosteal bone formation *in vivo* . Calcif Tissue Int (2008) 83(4):285–92. doi: 10.1007/s00223-008-9175-9 18836674

[4] StunesAKWestbroekIGustafssonBIFossmarkRWaarsingJHEriksenEF. The peroxisome proliferator-activated receptor (PPAR) alpha agonist fenofibrate maintains bone mass, while the PPAR gamma agonist pioglitazone exaggerates bone loss, in ovariectomized rats. BMC Endocr Disord (2011) 11:11. doi: 10.1186/1472-6823-11-11 21615901PMC3127763

[5] LefebvrePChinettiGFruchartJCStaelsB. Sorting out the roles of PPAR alpha in energy metabolism and vascular homeostasis. J Clin Invest (2006) 116(3):571–80. doi: 10.1172/JCI27989 PMC138612216511589

[6] RakhshandehrooMHooiveldGMullerMKerstenS. Comparative analysis of gene regulation by the transcription factor PPARalpha between mouse and human. PloS One (2009) 4(8):e6796. doi: 10.1371/journal.pone.0006796 19710929PMC2729378

[7] BadmanMKPissiosPKennedyARKoukosGFlierJSMaratos-FlierE. Hepatic fibroblast growth factor 21 is regulated by PPARalpha and is a key mediator of hepatic lipid metabolism in ketotic states. Cell Metab (2007) 5(6):426–37. doi: 10.1016/j.cmet.2007.05.002 17550778

[8] InagakiTDutchakPZhaoGDingXGautronLParameswaraV. Endocrine regulation of the fasting response by PPARalpha-mediated induction of fibroblast growth factor 21. Cell Metab (2007) 5(6):415–25. doi: 10.1016/j.cmet.2007.05.003 17550777

[9] KerstenSSeydouxJPetersJMGonzalezFJDesvergneBWahliW. Peroxisome proliferator-activated receptor alpha mediates the adaptive response to fasting. J Clin Invest (1999) 103(11):1489–98. doi: 10.1172/JCI6223 PMC40837210359558

[10] Guerre-MilloMRouaultCPoulainPAndreJPoitoutVPetersJM. PPAR-alpha-null mice are protected from high-fat diet-induced insulin resistance. Diabetes (2001) 50(12):2809–14. doi: 10.2337/diabetes.50.12.2809 11723064

[11] RandlePJGarlandPBNewsholmeEAHalesCN. The glucose fatty acid cycle in obesity and maturity onset diabetes mellitus. Ann N Y Acad Sci (1965) 131(1):324–33. doi: 10.1111/j.1749-6632.1965.tb34800.x 5216972

[12] LiuJMRosenCJDucyPKousteniSKarsentyG. Regulation of glucose handling by the skeleton: Insights from mouse and human studies. Diabetes (2016) 65(11):3225–32. doi: 10.2337/db16-0053 PMC586044227959858

[13] AlekosNSMoorerMCRiddleRC. Dual effects of lipid metabolism on osteoblast function. Front Endocrinol (Lausanne) (2020) 11:578194. doi: 10.3389/fendo.2020.578194 33071983PMC7538543

[14] NiemeierANiedzielskaDSecerRSchillingAMerkelMEnrichC. Uptake of postprandial lipoproteins into bone *in vivo*: impact on osteoblast function. Bone (2008) 43(2):230–7. doi: 10.1016/j.bone.2008.03.022 18538644

[15] BarteltAKoehneTTodterKReimerRMullerBBehler-JanbeckF. Quantification of bone fatty acid metabolism and its regulation by adipocyte lipoprotein lipase. Int J Mol Sci (2017) 18(6):1264. doi: 10.3390/ijms18061264 28608812PMC5486086

[16] GlatzJFLuikenJJBonenA. Membrane fatty acid transporters as regulators of lipid metabolism: implications for metabolic disease. Physiol Rev (2010) 90(1):367–417. doi: 10.1152/physrev.00003.2009 20086080

[17] KevorkovaOMartineauCMartin-FalstraultLSanchez-DardonJBrissetteLMoreauR. Low-bone-mass phenotype of deficient mice for the cluster of differentiation 36 (CD36). PloS One (2013) 8(10):e77701. doi: 10.1371/journal.pone.0077701 24204923PMC3808405

[18] KimSPLiZZochMLFreyJLBowmanCEKushwahaP. Fatty acid oxidation by the osteoblast is required for normal bone acquisition in a sex- and diet-dependent manner. JCI Insight (2017) 2(16):e92704. doi: 10.1172/jci.insight.92704 28814665PMC5621897

[19] van GastelNStegenSEelenGSchoorsSCarlierADanielsVW. Lipid availability determines fate of skeletal progenitor cells *via* SOX9. Nature (2020) 579(7797):111–7. doi: 10.1038/s41586-020-2050-1 PMC706007932103177

[20] KushwahaPAlekosNSKimSPLiZWolfgangMJRiddleRC. Mitochondrial fatty acid beta-oxidation is important for normal osteoclast formation in growing female mice. Front Physiol (2022) 13:997358. doi: 10.3389/fphys.2022.997358 36187756PMC9515402

[21] BonewaldLF. The amazing osteocyte. J Bone Miner Res (2011) 26(2):229–38. doi: 10.1002/jbmr.320 PMC317934521254230

[22] MontagnerAPolizziAFoucheEDucheixSLippiYLasserreF. Liver PPARalpha is crucial for whole-body fatty acid homeostasis and is protective against NAFLD. Gut (2016) 65(7):1202–14. doi: 10.1136/gutjnl-2015-310798 PMC494114726838599

[23] BaroiSCzernikPJChouguleAGriffinPRLecka-CzernikB. PPARG in osteocytes controls sclerostin expression, bone mass, marrow adiposity and mediates TZD-induced bone loss. Bone (2021) 147:115913. doi: 10.1016/j.bone.2021.115913 33722775PMC8076091

[24] BouxseinMLBoydSKChristiansenBAGuldbergREJepsenKJMullerR. Guidelines for assessment of bone microstructure in rodents using micro-computed tomography. J Bone Miner Res (2010) 25(7):1468–86. doi: 10.1002/jbmr.141 20533309

[25] LiuLAronsonJHuangSLuYCzernikPRahmanS. Rosiglitazone inhibits bone regeneration and causes significant accumulation of fat at sites of new bone formation. Calcif Tissue Int (2012) 91(2):139–48. doi: 10.1007/s00223-012-9623-4 PMC363099322752619

[26] DempsterDWCompstonJEDreznerMKGlorieuxFHKanisJAMallucheH. Standardized nomenclature, symbols, and units for bone histomorphometry: a 2012 update of the report of the ASBMR histomorphometry nomenclature committee. J Bone Miner Res (2013) 28(1):2–17. doi: 10.1002/jbmr.1805 23197339PMC3672237

[27] LazarenkoOPRzoncaSOHogueWRSwainFLSuvaLJLecka-CzernikB. Rosiglitazone induces decreases in bone mass and strength that are reminiscent of aged bone. Endocrinology (2007) 148(6):2669–80. doi: 10.1210/en.2006-1587 PMC208445917332064

[28] HuangSKawMHarrisMTEbraheimNMcInerneyMFNajjarSM. Decreased osteoclastogenesis and high bone mass in mice with impaired insulin clearance due to liver-specific inactivation to CEACAM1. Bone (2010) 46(4):1138–45. doi: 10.1016/j.bone.2009.12.020 PMC286239120044046

[29] KramerIHalleuxCKellerHPegurriMGooiJHWeberPB. Osteocyte wnt/beta-catenin signaling is required for normal bone homeostasis. Mol Cell Biol (2010) 30(12):3071–85. doi: 10.1128/MCB.01428-09 PMC287668520404086

[30] PaicFIgweJCNoriRKronenbergMSFranceschettiTHarringtonP. Identification of differentially expressed genes between osteoblasts and osteocytes. Bone (2009) 45(4):682–92. doi: 10.1016/j.bone.2009.06.010 PMC273100419539797

[31] LimJBurclaffJHeGMillsJCLongF. Unintended targeting of Dmp1-cre reveals a critical role for Bmpr1a signaling in the gastrointestinal mesenchyme of adult mice. Bone Res (2017) 5:16049. doi: 10.1038/boneres.2016.49 28163952PMC5282469

[32] SmithSYSamadfamRChouinardLAworiMBenardeauABaussF. Effects of pioglitazone and fenofibrate co-administration on bone biomechanics and histomorphometry in ovariectomized rats. J Bone Miner Metab (2015) 33(6):625–41. doi: 10.1007/s00774-014-0632-4 25534548

[33] KimYHJangWGOhSHKimJWLeeMNSongJH. Fenofibrate induces PPARalpha and BMP2 expression to stimulate osteoblast differentiation. Biochem Biophys Res Commun (2019) 520(2):459–65. doi: 10.1016/j.bbrc.2019.10.048 31607484

[34] TencerovaMRendina-RuedyENeessDFaergemanNFigeacFAliD. Metabolic programming determines the lineage-differentiation fate of murine bone marrow stromal progenitor cells. Bone Res (2019) 7:35. doi: 10.1038/s41413-019-0076-5 31754546PMC6856123

[35] ShockleyKRLazarenkoOPCzernikPJRosenCJChurchillGALecka-CzernikB. PPARg2 nuclear receptor controls multiple regulatory pathways of osteoblast differentiation from marrow mesenchymal stem cells. J Cell Biochem (2009) 106(2):232–46. doi: 10.1002/jcb.21994 PMC274531219115254

[36] StechschulteLACzernikPJRotterZCTausifFNCorzoCAMarcianoDP. PPARG post-translational modifications regulate bone formation and bone resorption. EBioMedicine (2016) 10:174–84. doi: 10.1016/j.ebiom.2016.06.040 PMC500664527422345

# Supplementary material for: Osteocytes contribute via nuclear receptor PPAR-alpha to maintenance of bone and systemic energy metabolism
**Source:** Front Endocrinol (Lausanne). 2023 Apr 18;14:1145467. doi: 10.3389/fendo.2023.1145467
**Supplement:** Supplementary file 1

## Slide 1

Supplementary Material
A
BV
mm3
⍺OTKO
Ctrl
TV
mm3
⍺OTKO
Ctrl
BV/TV
⍺OTKO
Ctrl
TbN
1/mm
⍺OTKO
Ctrl
TbTh
mm
⍺OTKO
Ctrl
B
CtTh
mm
⍺OTKO
WT
Bar/TAr
⍺OTKO
Ctrl
BAr
mm2
⍺OTKO
Ctrl
BMD
mg HA/ccm
⍺OTKO
Ctrl
TAr
mm2
⍺OTKO
Ctrl
MAr
mm2
⍺OTKO
Ctrl
C
FV Entire tibia
FV Distal tibia
FV Proximal tibia
mm3
mm3
mm3
⍺OTKO
⍺OTKO
WT
WT
⍺OTKO
WT
Supplementary Figure 1. Osteocytic deletion of PPAR did not alter trabecular and cortical bone in 6 months old female mice A. mCT measurements of trabecular bone in proximal tibia: total volume (TV), bone volume (BV), bone mass (BV/TV), trabecular number (TbN) and trabecular thickness (TbTh). B. mCT measurements of cortical bone in midshaft tibia: total cross-sectional area (T.Ar), bone area (B.Ar), bone mass (B.Ar/T.Ar), cortical thickness (Ct.Th.), marrow area (M.Ar), and bone mineral density (BMD). WT n=4, OTKO n=5 per group C. Fat volume (FV) in proximal or distal or entire tibia. n=4 per group

## Slide 2

A
BV
mm3
⍺KO
WT
TbTh
mm
⍺KO
WT
TV
*
mm3
⍺KO
WT
TbN
*
1/mm
⍺KO
WT
BV/TV
⍺KO
WT
B
M.Ar
*
mm2
WT
⍺KO
B.Ar
mm2
WT
⍺KO
T.Ar
*
mm2
WT
⍺KO
Ct.Th
mm
WT
⍺KO
B.Ar/T.Ar
WT
⍺KO
C
FV Proximal tibia
FV Distal tibia
FV Entire tibia
mm3
mm3
mm3
⍺KO
WT
WT
⍺KO
⍺KO
WT
Supplementary Figure 2. Global deficiency in PPAR resulted in the bone phenotype characterized by altered trabecular and cortical bone structure in 5 months old female mice. A. mCT measurements of trabecular bone in proximal tibia: total volume (TV), bone volume (BV), bone mass (BV/TV), trabecular number (TbN), and trabecular thickness (TbTh). B. mCT measurements of cortical bone in midshaft tibia: total cross-sectional area (T.Ar), bone area (B.Ar), bone mass (B.Ar/T.Ar), cortical thickness (Ct.Th.), marrow area (M.Ar), and bone mineral density (BMD). WT n=4, OTKO n=5 per group C. Fat volume (FV) in proximal or distal or entire tibia. n=4 per group * p<0.05
BMD
mg HA/ccm
WT
⍺KO

## Slide 3

A
Locomotion of 5-6 mo old KO and OTKO males
X Activity
X Activity (Events/hr)
⍺KO
⍺KO
WT
WT
Day
Night
Z Activity
Z Activity (Events/hr)
⍺OTKO
⍺OTKO
WT
WT
Day
Night
X Activity
X Activity (Events/hr)
⍺OTKO
⍺OTKO
WT
WT
Day
Night
Z Activity
Z Activity (Events/hr)
⍺KO
⍺KO
WT
WT
Day
Night
**
***
*
*
*
B
Locomotion of 5-6 mo old KO and OTKO females
X Activity
*
X Activity (Events/hr)
⍺KO
⍺KO
WT
WT
Day
Night
Z Activity
Z Activity (Events/hr)
⍺OTKO
⍺OTKO
WT
WT
Day
Night
X Activity
X Activity (Events/hr)
*
⍺OTKO
⍺OTKO
WT
WT
Day
Night
Z Activity
Z Activity (Events/hr)
⍺KO
⍺KO
WT
WT
Day
Night
C
D
Locomotion of 15 mo old OTKO females
Locomotion of 15 mo old OTKO males
Z Activity
Z Activity (Events/hr)
⍺OTKO
⍺OTKO
WT
WT
Day
Night
***
Z Activity
Z Activity (Events/hr)
***
⍺OTKO
WT
WT
⍺OTKO
Day
Night
X Activity
X Activity (Events/hr)
⍺OTKO
⍺OTKO
WT
WT
Day
Night
X Activity
X Activity (Events/hr)
*
⍺OTKO
WT
WT
⍺OTKO
Day
Night
Supplementary Figure 3. Global and osteocyte specific deletion of PPAR resulted in increased locomotion in 5-6 months old males (A) but female (B) mice. With aging, males were still more active (C), while females activity decreases (D). n=4 per group * p<0.05, ** p<0.01, *** p<0.001

## Slide 4

Female (6 mo)
Male (6 mo)
A
Weight
Food Intake
Weight
Food Intake
grams
grams/day
grams
grams/day
⍺OTKO
Ctrl
⍺OTKO
Ctrl
⍺OTKO
Ctrl
⍺OTKO
Ctrl
Female (5 mo)
Male (5 mo)
Weight
Weight
Food Intake
Food Intake
B
*
grams
grams
grams
grams
⍺KO
WT
⍺KO
WT
⍺KO
WT
⍺KO
WT
C
Males (15 mo)
Females (15 mo)
Males (15 mo)
Food Intake
Food Intake
Food Intake
*
***
g/day
g/day
g/day
Ctrl
⍺OTKO
⍺KO
WT
Ctrl
⍺OTKO
Supplementary Figure 4. Body weights and food intake in 6mo old of OTKO (A), and 5 mo old KO (B) male and female mice, and food intake in 15 mo old OTKO and KO (C) mice. n=4 per group

# Supplementary material for: Osteocytes contribute via nuclear receptor PPAR-alpha to maintenance of bone and systemic energy metabolism
**Source:** Front Endocrinol (Lausanne). 2023 Apr 18;14:1145467. doi: 10.3389/fendo.2023.1145467
**Supplement:** Supplementary file 2

## Slide 1

Supplementary Table 1. List of primers used for genotyping and gene expression analysis in murine cells and tissues
| Gene name | | Symbol | Forward | Reverse |
| --- | --- | --- | --- | --- |
| Genotyping | PPAR⍺ | PPAR⍺ | GAGAAGTTGCAGGAGGGGATT GTG | CCCATTTCGGTAGCAGGTAGTCTT |
| | 10kb DMP1 cre | DMP | TTGCCTTTCTCTCCACAGGT | CATGTCCATCAGGTTCTTGC |
| | PPAR⍺ fl/fl | PPAR⍺ fl/fl | CTGTACTTTGTAGACATCTGAGAGGCG | TAGGTACCGTGGACTCAGAGCTAG |
| | Exon-4 deletion in OT | OT PPAR⍺ deletion | AAAGCAGCCAGCTCTGTGTTGAGC | TAGGTACCGTGGACTCAGAGCTAG |
| Gene expression analysis | Peroxisome proliferator activated receptor-alpha | Ppar⍺ | CACCTGAGGACAGGCACATT | TCCCCAGGTCTGAGAGGATG |
| | Distal-less homeobox 5 | Dlx5 | TGACAGGAGTGTTTGACAGAAGAGT | CGGGAACGGAGCTTGGA |
| | Osterix | Osx | | |
| | Osteocalcin | Ocn | CGGCCCTGAGTCTGACAAA | GCCGGAGTCTGTTCACTACCTT |
| | Fatty acid binding protein 4 | Fabp4 | GCGTGGAATTCGATGAAATCA | CCCGCCATCTAGGGTTATGA |
| | CD36 antigen | CD36 | GCTGCACCACATATCTACCAAA | GGAACCAAACTGAGGAATGG |
| | tumor necrosis factor (ligand), member 11 | Rankl | ATGCTGCCAGCATCCCA | CCCAGCCTCGATCGTGG |
| | Cell death-inducing DFFA-like effector A | Cidea | AAA GGG ACA GAA ATG GAC AC | TTG AGA CAG CCG AGG AAG |
| | PR domain containing 16 | Prdm16 | CCTAACTTTCCCCACTCCCTCTA | GCTCAGCCTTGACCAGCAA |
| | Uncoupling protein 1 | Ucp1 | GGATGGTGAACCCGACAACT | AACTCCGGCTGAGAAGATCTTG |
| | Deiodinase, iodothyronine 2 | Dio2 | AAATGACCCCTTTGGTTTCC | TTC CCC ATT ATC CCT TTT CC |

How the deposited data were processed for this re-analysis (not part of the article)

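RNA of primary osteocyte cultures was sequenced in 4 libraries, 2 from α KO and 2 from WT mice, and these were the only data analysed here. The authors trimmed the reads with Trimmomatic 0.35 and made the gene counts with HTSeq 0.9.1 on mm10, as their notes state; the aligner, the annotation release and the strand setting are not stated there. The authors also divided the counts by 1 size factor per library to give a normalized signal, as the ratio of the deposited columns shows. From a DESeq2 1.16.1 fit in R 3.4.0 the authors deposited log2 fold changes of α KO over WT with standard errors, a Wald score, and a p-value, unadjusted and adjusted by the Benjamini-Hochberg method. This comparison names DMSO for both genotypes, a vehicle that neither the labels nor the methods give. The mean level in that table was 1.005 times the mean of the 4 libraries at the median of 11723 genes (5th to 95th percentile 0.903 to 1.170), and within 0.01 of it for 1530, so that fit did not rest on these 4 columns scaled this way alone. The authors' transcript-length-scaled values were not used.

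The raw counts covered 37411 genes, of which 36764 (98.3%) were matched by symbol to coordinates of GENCODE vM21 on GRCm38. Library totals were 27496137 and 25136628 for α KO and 25462028 and 25687940 for WT. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), scaled by TMM and compared by glmQLFit and glmQLFTest of edgeR 4.0.16 in R 4.3.3, with no covariate and with the Benjamini-Hochberg adjustment. This left 13571 genes. The common dispersion was 0.162, a coefficient of variation of 0.403 between cultures, with 3.18 prior degrees of freedom. Replicate libraries differed far beyond counting error, by 74.1 times in α KO and 320 times in WT (chi-square per degree of freedom), so the culture and not the read is the unit of replication.

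Tested on simulated data with the dispersions of these genes and 2 libraries per group, edgeR passed 1, 6, 39 and 44 of 50 genes changed 2-fold, 4-fold, 8-fold and 16-fold, with 6 unchanged genes passed. DESeq2 passed 4, 30, 47 and 50 with 47 unchanged genes, the likelihood ratio test 3, 27, 45 and 49 with 39, and limma voom 1, 4, 40 and 43 with 6. The simulated genes varied independently and alike in both groups, without the GC trend or the wider WT pair of the real libraries. These rates therefore need not hold here, where Eno1b, 37.9-fold higher, had an adjusted p of 0.902 in edgeR's quasi-likelihood test.

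Gene lists for pathways, cell types, technical checks and label checks, 43 in all, were drawn up from general knowledge before the data were examined. Of these, 42 had members that could be tested, and the 10 erythroid markers had none. Some lists hold genes that the paper chose on these libraries, among them Eno1b, Bmp2, Sema3d and Megf10, so their tests are not wholly independent of the paper. Lists were tested by camera of limma 3.58.1 with a preset correlation of 0.01 and with an estimated correlation, and by fry, with adjustment over the lists. With an estimated correlation p rose also where the estimate lay below 0.01, as for osteocyte markers (-0.1125, camera, p from 5.44e-07 to 0.0353). A call lost with it thus need not come from correlation among the members. With the correlation estimated, camera takes its degrees of freedom from the libraries, and 4 libraries leave few. None of the 42 lists passed that way, with a smallest adjusted p of 0.366 in camera, so its outcome cannot judge a single list. Principal components used the 500 most variable genes, on log2 CPM with a prior count of 2. The genes named are those the paper names, the 12 with the smallest p in each direction, up to 4 per list with the smallest p, and any member of the cell type, technical and label check lists; the paper's values were seen before.

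The alternatives set before the data were examined were DESeq2 1.42.0, edgeR's likelihood ratio test, limma voom, relative log expression or upper-quartile factors, library sizes alone, no filter, a stricter filter (mean count 50), each library left out, a block for the replicate number, and the authors' p-values adjusted over the genes kept. An offset for GC content, a loess of span 0.3 and degree 1 per library, was chosen after the data were seen. For a gene with 0 counts in a group the fold is a lower bound at a floor of 3 counts over the group, and for Cxcl11, D130058E05Rik and Cxcr6, with few counts in 1 group, the ratio has a 95% counting interval. Shared sequence was measured on words of 50 bases of the transcripts. Input tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the counting intervals with R 4.3.3. The other experiments of the paper were not analysed here.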

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

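The tests of the GC content trend, of fewer macrophages in WT replicate 2 and of the other cell types under each alternative were chosen after the results were seen; the other tests in this part were chosen before. Transcripts of 4 kinds that the paper does not discuss differed between the genotypes in camera with a preset correlation, and none did with an estimated correlation.

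Macrophage markers were higher in α KO cultures, with a median log2 fold change of 0.903 and 26 of 26 higher. Genes of the interferon response were higher at a median of 0.618 (32 of 35 higher; camera, adjusted p = 4.96e-10, and adjusted p = 0.70 with an estimated correlation), with Oasl1 3.30-fold, Oas3 2.44-fold and Cxcl10 2.16-fold higher; without WT replicate 2 the median was 0.015 and the call ended (camera, adjusted p = 0.669). Genes of the hypoxia response were higher at 0.599 (16 of 20 higher; camera, adjusted p = 8.29e-05, and adjusted p = 0.70 with an estimated correlation), with Ankrd37 8.08-fold (log2 fold change 3.01, and 2.17 without α KO replicate 1) and Car9 2.45-fold higher, and did not pass without α KO replicate 1 (0.329; camera, adjusted p = 0.0685) or WT replicate 1 (0.349; camera, adjusted p = 0.0654). Cell cycle genes were higher at 0.370 (31 of 34 higher; camera, adjusted p = 0.00122, and adjusted p = 0.70 with an estimated correlation), with Mcm5 1.96-fold and Aurkb 1.78-fold higher, and did not pass without WT replicate 2 (0.057; camera, adjusted p = 0.490) or α KO replicate 1 (0.010; camera, adjusted p = 0.894). No gene of these 4 lists passed an adjusted p of 0.05 in edgeR, with 8 macrophage, 8 interferon, 5 hypoxia and 2 cell cycle genes at an unadjusted p under 0.05; DESeq2 passed 3, 0, 1 and 0, the likelihood ratio test 1, 1, 0 and 0, and limma voom none.

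Bone lineage transcripts were lower and immune transcripts higher in α KO cultures. A smaller share of bone cells, raising every other cell type alike, predicted medians above 0 in the other cell type lists. Of 10 such lists 6 had a median under 0, while the macrophage median exceeded 0 by more than its interquartile range of 0.515. The macrophage median did not exceed its range without WT replicate 1 (1.711, range 1.964), where only adipocyte markers exceeded theirs, or without WT replicate 2 (0.412, range 0.674), where 3 medians were under 0 and no list exceeded its range; it did under the other alternatives. For macrophages this pattern thus rests on both WT libraries. With any other list counted in their place it was missing only without WT replicate 2. The pattern cannot decide the question, since some lists under 0 hold scarce transcripts or few genes. Skeletal muscle markers summed to 9.0 to 16.2 CPM and endothelial markers to 30.3 to 53.6 CPM over the libraries, and the lymphocyte list held 3 genes. Relative counts also do not part a smaller share of bone cells from a larger share of macrophages. Each of the 6 medians was above 0 without 1 of the 4 libraries. The GC content trend as the whole cause is argued against by the gap between macrophage and osteoblast medians, 2.137 before and 2.414 after the GC offset. A larger share of macrophages may underlie the higher immune transcripts, with the median of 0.903 and Lyz2, Ctss, C1qa, C1qb and C1qc all higher in both α KO libraries than in both WT libraries. An effect of the genotype within the cells stays open and was not tested, since these libraries do not part cell number from level per cell.

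For the genes that differed between α KO and WT, mice of different sex are argued against by 0 of 6 sex-linked genes lying on different sides of 10 CPM by genotype, and library size by the ratio of 1.029 between the groups. A strain difference carried with the targeted allele cannot be told apart from the genotype: within 10 Mb of Ppara 5 of 230 genes (Cyth4, Ncf4, Pdgfb, Rac2 and Wnt7b) were at an unadjusted p under 0.01, 2.17% against 0.781% of all genes (Fisher's exact test, p = 0.0342). At an unadjusted p under 0.05 the excess did not pass (15 of 230, 6.52% against 5.39%; p = 0.459, Fisher's exact test), though it did with the GC offset (16.1% against 11.8%; p = 0.0490, Fisher's exact test) and without WT replicate 2 (39.2% against 22.8%; p = 1.17e-08, Fisher's exact test). At the stricter limit it also passed with limma voom, relative log expression or upper-quartile factors, library sizes alone and no filter (p = 0.0275 to 0.0379, Fisher's exact test). It did not pass with DESeq2 (p = 0.168), the likelihood ratio test (p = 0.364), the GC offset (p = 1), the replicate block (p = 0.473), the stricter filter (p = 0.0809) and without either α KO replicate (p = 1 for each) or WT replicate 1 (p = 0.668); without WT replicate 2 it passed too, with 50 of 237 genes, 21.1% against 10.4% of all genes (p = 8.27e-07), all by Fisher's exact test. Ncf4, Rac2 and Cyth4 lie close together, from 78244801 to 78622019, so Fisher's test does not count independent genes here. Each was higher in α KO, as the macrophage markers were, and Rac2 is a gene of blood cells. An excess of this kind thus need not come from the strain. The genes near Ppara share the allele with the genotype in every library, which keeps this open.

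The 2 WT libraries lay further apart than the 2 α KO libraries. Spearman's rho of -0.731 between GC content and their log2 ratio may account for part of this; GC content explained 48.0% of the variance of that ratio. Fewer macrophages in WT replicate 2 may add to it, with a median log2 ratio of the macrophage markers over WT replicate 1 of -1.071 after the GC offset and 25 of 26 lower, against -0.178 between the α KO libraries. The rho had the same sign between α KO replicates 1 and 2, at -0.601. The labels do not say whether same-numbered cultures were handled together, and this was not tested. The labels name no condition that differs between the 2 WT cultures, so no other explanation was tested.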

How the results depend on the processing

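The GC content offset was chosen after the results were seen; the other tests in this part were chosen before. In edgeR 0 genes passed an adjusted p of 0.05 (732 at an unadjusted p under 0.05), and the count stayed at 0 with limma voom, relative log expression or upper-quartile factors, library sizes alone, no filter, the stricter filter and the GC offset. It was 52 with DESeq2, 28 with the likelihood ratio test, 1 with the replicate block, 189 with the authors' p-values adjusted over the genes kept, and 1 (without α KO replicate 2) to 806 (without WT replicate 1) with 1 library left out. At an unadjusted p under 0.01 the count of 106 became 333 with DESeq2, 303 with the likelihood ratio test, 485 with the block, 363 with the GC offset, and 71 (without α KO replicate 1) to 1454 (without WT replicate 1) with 1 library left out. Of the 18 genes the paper names, 0 passed; 11 did with DESeq2, 11 with the likelihood ratio test, 1 with the block, and 1 (without α KO replicate 1 or 2) to 14 (without WT replicate 2) with 1 library left out. Without 1 WT library the lone WT library is assumed to vary like the α KO pair, which differs less; for DESeq2, the likelihood ratio test and the block the cause was not tested.

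The labels give the libraries only a number in common across genotypes, but their values shared more than that. Deviations of same-numbered libraries correlated at 0.487 and at 0.176 after the GC offset. Without overlap, 7143 genes (52.6%) parted replicates 1 from replicates 2, 4499 (33.1%) the genotypes and 1929 (14.2%) the other split. A share of 33.3% for each would hold only for exchangeable libraries.

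Of 42 gene lists 19 passed camera. The count was 0 with an estimated correlation, and 12 (without WT replicate 2) to 20 (without α KO replicate 1 or 2) with 1 library left out. The median log2 fold change reversed in 5 called lists: glycolysis, -0.036 (without WT replicate 1) to 0.63; semaphorins and other guidance genes, -0.72 to 0.11 (without WT replicate 2); mitochondrially encoded genes, -1.81 to 0.22 (without α KO replicate 2); immediate early and heat shock genes, -1.05 to 0.34 (without WT replicate 2); and chondrocyte markers, -1.39 to 0.27 (without WT replicate 2). The cause was not tested. Over all lists and alternatives, 528 of 629 comparisons kept their direction and side of the threshold, 39 moved, 19 gained and 38 lost a call and 5 reversed. For the 103 named genes other than Ppara, 1275 of 1434 kept both, 158 gained a call and 1 reversed: Ptprc, -0.11 (without WT replicate 2) to 1.69 (without WT replicate 1). Ppara also changed sign, and ran from -0.59 (without α KO replicate 1) to 0.0665 (without α KO replicate 2) and had no value under the stricter filter. The first principal component, 59.3% of the variance, held 57.81% after the GC offset, with other scores.

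Low counts limit the values of Ppara (9 to 16 per library), Dynap, Cxcl11, D130058E05Rik, Cxcr6 and Bglap, among others. Dynap had too few counts to be tested without WT replicate 2 and under the stricter filter.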

Differences from the paper's values

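The tests compared with the paper here were chosen before the data were examined, and the tool differs: the paper used DESeq2 and the values here are from edgeR's quasi-likelihood test, at the paper's thresholds. At an unadjusted p under 0.01 the paper's counts are 681 transcripts, 377 lower and 304 higher in α KO osteocytes, and the counts here are 106, 38 and 68. The authors' p-values over the genes kept give 672, 373 and 299, and their whole table 686, 380 and 306. Of the fits run here, the total came within 1.5 times of the paper's only with the replicate block (485), the lower count only without WT replicate 2 (357) and the higher count only with the block (314). At an adjusted p under 0.05, the only limit the paper states, the paper's counts are 56 higher and 87 lower, and the counts here 0 and 0 (732 genes at an unadjusted p under 0.05; DESeq2 passes 30 higher and 22 lower, the likelihood ratio test 21 and 7). The authors' own table holds 72 higher and 114 lower at that limit, and 56 and 87 only when a log2 fold change beyond 1, which the paper does not state, is also required. Of the alternatives, only the authors' p-values adjusted over the genes kept came within 1.5 times of the paper's counts (73 and 116, or 57 and 89 with the fold limit); without WT replicate 1 the counts were 448 and 358 and without WT replicate 2 they were 525 and 153, beyond 1.5 times above. All 186 genes with the authors' adjusted p under 0.05 have the same sign here, and 163 an unadjusted p under 0.05. Across genes, the authors' log2 fold changes and those here correlated at a Spearman's rho of 1.0000, so both compare these 4 libraries. The mean levels in the authors' table were within 0.01 of the mean of the 4 libraries for only 1530 of 11723 genes. The authors' fit may therefore have held further libraries, which was not resolved. DESeq2 on these 4 did not reach the paper's counts either.

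The adjusted p of the paper is 1.68e-08 for Eno1b, 0.0001 for Slc45a4, 0.0006 for Rac2, 0.013 for Mgarp, 0.012 for Dynap, 0.0002 for Megf10, 4.16e-13 for Chn1, 8.03e-07 for Sema3d and 0.0003 for Rapgef4, and in edgeR here it is 0.9023 for each. Within 1.5 times of the paper's value came only Dynap without WT replicate 1 (0.01237; range over its alternatives 0.00244 to 1.00) and Megf10 with the likelihood ratio test (0.0001349; range 6.49e-07 to 1.00). An adjusted p under 0.05 was reached by Eno1b with DESeq2, the likelihood ratio test, the block and each library left out; by Mgarp, Megf10 and Sema3d with DESeq2, the likelihood ratio test and without either WT replicate; by Dynap with DESeq2, the likelihood ratio test and without WT replicate 1; by Chn1 with DESeq2 and without either WT replicate; by Slc45a4 and Rac2 without either WT replicate; and by Rapgef4 without WT replicate 2. The other alternatives reached it for none of these 9. The fold changes of 8 of the 9 genes lay within 1.5 times of the paper's, Dynap was at least 21.6-fold lower, a bound under the paper's 56-fold, and the 15 log2 fold changes of secreted proteins compared lay within the errors.

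The paper counts insulin and fatty acid metabolism among the upregulated pathways; here 35 of 67 insulin genes, 19 of 37 beta-oxidation genes and 11 of 25 fatty acid synthesis genes were higher, and none of the lists passed camera. Table 1 lists Rap1 signaling as downregulated; here 21 of 41 genes were higher. The lists were drawn up here and need not hold the paper's members. The measure differs too: the paper annotated genes already called up or down, and the counts here take every tested member of a list. A pathway can thus gather called genes of 1 direction while its members divide evenly. On the paper's side were Hippo, TGFβ and BMP, WNT and stem cell signaling, mostly lower, and glycolysis, mostly higher, with 30 of 51 PI3K-Akt and 35 of 56 focal adhesion genes lower. Also on that side, more genes were higher in MAP kinase (33 of 62), Jak-STAT (36 of 59), TNF (33 of 52) and FoxO signaling (25 of 46). None of these, nor PI3K-Akt signaling or focal adhesion, passed camera in the main fit. The paper describes inhibitors of apoptosis as upregulated; here 17 of 25 were higher, without passing camera, and 24 of 30 promoters were higher. The text names Megf1 where Figure 1C shows Megf10; the values here are those of Megf10.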

Other observations

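The tests in this part were chosen before the results were seen. The summed level of lysosome genes was 61808 and 56077 CPM in α KO and 44559 and 38788 CPM in WT replicates 1 and 2. Macrophage markers moved alongside, at 39602 and 32609 CPM against 26704 and 14783 CPM. Genes of lysosomes were higher in α KO cultures, 36 of 46, with a median log2 fold change of 0.27 (camera, adjusted p = 0.00182, and adjusted p = 0.572 with an estimated correlation; without WT replicate 2, 0.118 and adjusted p = 0.104). Nuclear genes of oxidative phosphorylation were higher in 44 of 55 (median 0.18; camera, adjusted p = 0.0729), and passed with DESeq2 (camera, adjusted p = 0.0253), limma voom (0.0349), no filter (0.0281), without α KO replicate 1 (0.0328) and without WT replicate 2 (0.0219). Of 7 mitochondrially encoded genes 6 were lower (median -0.42; camera, adjusted p = 0.0267, and adjusted p = 0.70 with an estimated correlation), but 0.218 without α KO replicate 2, and no call without WT replicate 1 (-0.207; camera, adjusted p = 0.451), with DESeq2 (adjusted p = 0.0692) or with the likelihood ratio test (adjusted p = 0.178). Of 21 immediate early and heat shock genes 15 were lower (median -0.325; camera, adjusted p = 0.0137, and adjusted p = 0.70 with an estimated correlation), with no call without α KO replicate 1 (camera, adjusted p = 0.373) and a median of 0.335 without WT replicate 2.

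Among other cell types, chondrocyte markers were lower in 6 of 7 (median -0.56; camera, adjusted p = 0.0371, and adjusted p = 0.572 with an estimated correlation), with a median of 0.267 without WT replicate 2; the call also ended with limma voom (camera, adjusted p = 0.0634), library sizes alone (0.0504), no filter (0.155) and the stricter filter (0.189). With all 4 libraries no call was made for markers of osteoclasts (median 0.297), endothelium (-0.528), adipocytes (0.639), smooth muscle and pericytes (-0.313), skeletal muscle (-0.367), marrow stroma and fibroblasts (-0.169), lymphocytes (-0.142) and neutrophils and mast cells (0.477), with camera at adjusted p = 0.254 to 0.731. Leaving out 1 library changed the sign for osteoclasts (-0.032 without WT replicate 1), endothelium (0.173 without α KO replicate 1), adipocytes (-0.453 without α KO replicate 2), smooth muscle (0.368 without WT replicate 2), skeletal muscle (0.418 without WT replicate 1), stroma (0.717 without WT replicate 1), lymphocytes (0.284 without WT replicate 2) and neutrophils (-0.192 without α KO replicate 2). Calls by camera appeared without α KO replicate 1 for adipocytes (adjusted p = 0.00735, higher), stroma (0.0431, lower) and neutrophils (0.0112, higher), without α KO replicate 2 for osteoclasts (0.0144, higher) and endothelium (0.0413, lower), without WT replicate 1 for adipocytes (0.0430, higher) and smooth muscle (0.00515, lower), and without WT replicate 2 for stroma (0.0250, lower).

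Of 4 sex-linked genes tested the median was -0.118 (camera, adjusted p = 0.731), and all 6 listed lay on the same side of 10 CPM in all 4 libraries. Of 8 genes known to differ between C57BL/6 and 129 strains, among them Disc1, 3.06-fold higher, the median was 0.161 (camera, adjusted p = 0.473), and -0.304 without WT replicate 2. Genes that differ between strains can do so in either direction, so their median cannot test the strain. Ifi202b and Gbp2b, also on that list, had 0 counts in all 4 libraries. The labels and the methods differ on the strain, and these values do not settle it.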
